# A functional single-cell metabolic survey identifies *Elovl1* as a target to enhance CD8^+^ T cell fitness in solid tumours

**DOI:** 10.1038/s42255-025-01233-w

**Published:** 2025-03-10

**Authors:** Samantha Pretto, Qian Yu, Pierre Bourdely, Sarah Trusso Cafarello, Heleen H. Van Acker, Joren Verelst, Elena Richiardone, Lotte Vanheer, Amir Roshanzadeh, Franziska Schneppenheim, Charlotte Cresens, Maria Livia Sassano, Jonas Dehairs, Martin Carion, Shehab Ismail, Patrizia Agostinis, Susana Rocha, Tobias Bald, Johan Swinnen, Cyril Corbet, Sophia Y. Lunt, Bernard Thienpont, Mario Di Matteo, Massimiliano Mazzone

**Keywords:** Cancer immunotherapy, CD8-positive T cells, Metabolism, Pancreatic cancer, Immunology

## Abstract

Reprogramming T cell metabolism can improve intratumoural fitness. By performing a CRISPR/Cas9 metabolic survey in CD8^+^ T cells, we identified 83 targets and we applied single-cell RNA sequencing to disclose transcriptome changes associated with each metabolic perturbation in the context of pancreatic cancer. This revealed elongation of very long-chain fatty acids protein 1 (*Elovl1*) as a metabolic target to sustain effector functions and memory phenotypes in CD8^+^ T cells. Accordingly, *Elovl1* inactivation in adoptively transferred T cells combined with anti-PD-1 showed therapeutic efficacy in resistant pancreatic and melanoma tumours. The accumulation of saturated long-chain fatty acids in *Elovl1*-deficient T cells destabilized INSIG1, leading to SREBP2 activation, increased plasma membrane cholesterol and stronger T cell receptor signalling. *Elovl1*-deficient T cells increased mitochondrial fitness and fatty acid oxidation, thus withstanding the metabolic stress imposed by the tumour microenvironment. Finally, *ELOVL1* in CD8^+^ T cells correlated with anti-PD-1 response in patients with melanoma. Altogether, *Elovl1* targeting synergizes with anti-PD-1 to promote effective T cell responses.

## Abstract (web summary)

Through a functional CRISPR/Cas9 screening, Pretto et al. identify *Elovl1* as a target to improve antitumour immunity by remodelling T cell lipid metabolism.

## Main

Immunotherapies have revolutionized cancer treatment in the past decades. Immune-checkpoint blockade (ICB) drugs such as antibodies against programmed cell death 1 (PD-1), programmed death ligand 1 (PD-L1) or cytotoxic T-lymphocyte-associated antigen 4 (CTLA-4) (respectively, anti-PD-1, anti-PD-L1 and anti-CTLA-4) aim to reinvigorate tumour-infiltrating CD8^+^ T cells. These drugs have achieved high response rates of prolonged duration in subsets of patients with melanoma, renal cancer and lung cancer, but hardly show clinical benefit in immunologically cold tumours such as pancreatic ductal adenocarcinoma (PDAC)^1,2^. Similarly, adoptive T cell transfer (ACT) and chimeric antigen receptor (CAR) T cell approaches, which had striking success in blood cancers, showed disappointing results in treating solid tumours in general and PDAC in particular^3–5^. This underlines an urgent need for new strategies and adjuvant therapies to improve responses to currently available immunotherapies, as illustrated by the recent efforts to reinvigorate cytotoxic T cell responses through RNA-based neoantigen vaccination of patients with PDAC^6^ or the generation of antigen-specific CAR T cell therapy in murine PDAC models^7–9^. Cancer immunotherapies often lack efficacy because the microenvironment of solid tumours is hostile, with nutrient limitation, lactate-mediated acidification and hypoxia converging to suppress the infiltration and antitumoural activity of CD8^+^ T cells^2,10–13^. As the activity and differentiation of CD8^+^ T cells are regulated by different metabolic programmes, previous studies have focused on cancer and T cell metabolism to uncover vulnerabilities that can be exploited as new therapeutic options^14,15^. Metabolic genes regulating T cell differentiation, such as the mitochondrial pyruvate carrier (*Mpc*) and driving T cell exhaustion like protein-O-fucosyltransferase-1 (*Pofut1*), have been targeted to increase CD8^+^ T cell fitness in different tumour microenvironments (TMEs)^16,17^. Vice versa, treatment with the immune-checkpoint inhibitor anti-PD-1 also promotes metabolic rewiring in T cells^18,19^. However, how to modulate CD8^+^ T cell metabolism to sensitize them to anti-PD-1 treatment and enhance their effector function in solid tumours is still largely unknown.

Here, we performed an in vivo CD8^+^ T cell CRISPR screening in primary tumours, metastatic niches and secondary lymphoid organs complemented by single-cell RNA sequencing (scRNA-seq) to identify metabolic determinants governing CD8^+^ T cell functionality and enhancing responsiveness to anti-PD-1 treatment in solid refractory tumours. Our integrative approach unveiled the elongation of very long-chain fatty acid protein 1 (*Elovl1*), a gene encoding for a key enzyme for the synthesis of saturated very long-chain fatty acids (VLCFAs). Through mouse models of PDAC and melanoma, and ACT of antigen-specific CD8^+^ T cells, we demonstrate that *Elovl1* deficiency amplifies T cell antitumoural activity when combined with anti-PD-1 treatment. Mechanistically, in CD8^+^ T cells the reduction of saturated VLCFAs mediate INSIG1 destabilization, leading to increased cholesterol synthesis and uptake. The increased energy demand is fulfilled by augmented mitochondrial fitness and palmitate oxidation. Notably, in patients undergoing anti-PD-1 therapy, low *ELOVL1* expression in CD8^+^ tumour-infiltrating lymphocytes (TILs) correlated with a favourable treatment response. In conclusion, our targeted metabolic intervention not only enhances the memory pool of CD8^+^ T cells but also optimizes their effector polyfunctionality. This dual-action approach synergizes effectively with anti-PD-1 therapy, showcasing the potential to amplify its efficacy. In preclinical studies, our intervention demonstrates effectiveness against solid refractory tumours, making it a promising candidate for advancing therapeutic strategies in oncology.

## Results

### In vivo CRISPR screen identifies metabolic genes regulating CD8^+^ T cell fitness

To identify metabolic determinants of response to immunotherapy in immunologically cold tumours, we exploited a clinically relevant model of PDAC, which involves orthotopic injection of the KPC (*LSL-KrasG12D/+; LSL-Trp53R172H/+; Pdx-1-Cre*) cell line into the pancreas head of immunocompetent mice. This model recapitulates key features of human PDAC in terms of composition, metastases and poor response to both chemo- and immunotherapies^20^. To enable an in vivo CD8^+^ T cell screening, we engineered these KPC cells to constitutively express chicken ovalbumin (OVA), referred to as KPC_OVA. Upon orthotopic injection, we confirmed the resistance of this model to anti-PD-1 blocking antibody (Fig. 1a–c). T cell-based (Fig. 1d) and immune-checkpoint therapy resistance was further verified by ACT of activated OVA-specific CD8^+^ T cells (OT-I) wild type (WT) (sgNT) or PD-1 knockout (KO) (sg*Pdcd1*), 5 days after implanting KPC_OVA cells (Extended Data Fig. 1a). Treatment with either PD-1 KO or WT OT-I T cells failed to induce tumour reduction (Extended Data Fig. 1b,c). Together, these data indicate that additional immunosuppressive cues are engaged in the TME to limit CD8^+^ T cell activity even upon blockade of the PD-1–PD-L1 immunosuppressive axis, thus providing a representative model to perform an in vivo metabolic screening in CD8^+^ T cells.

**Fig. 1:**
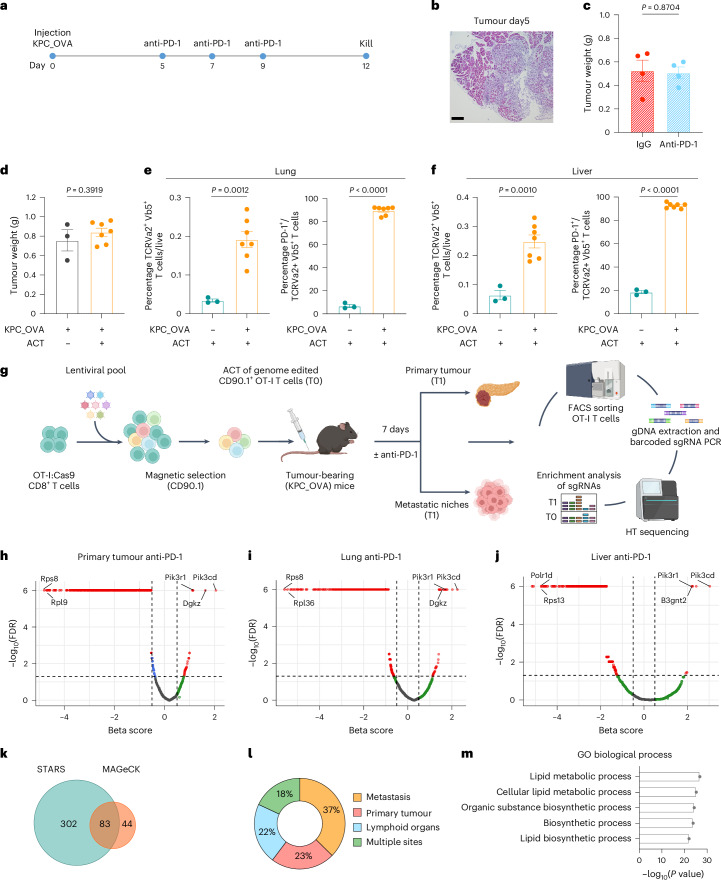
An in vivo CRISPR screen identifies metabolic genes regulating CD8^+^ T cell fitness in the tumour and metastatic organs. **a**–**c**, Experimental design of anti-PD-1 treatment resistance on KPC_OVA bearing mice (**a**); representative haematoxylin and eosin colouration of untreated KPC_OVA primary tumour, 5 days post-injection, scale bar 100 μM (**b**); KPC_OVA tumour weight at 12 days post-injection (**c**) (IgG-treated *n* = 4 versus anti-PD-1 *n* = 4). **d**, KPC_OVA tumour weights at 12 days with (*n* = 7) or without activated OT-I adoptive transfer (*n* = 3) at day 5 (ACT) (Extended Data Fig. 1a). **e**,**f**, Percentage of OVA-specific TCRvα2^+^ TCRvβ5^+^ T cells (left) and PD-1 expression (right) in lung (**e**) and liver (**f**) from naive or KPC_OVA-bearing mice receiving ACT (naive + ACT *n* = 3, KPC_OVA + ACT *n* = 7). **g**, Workflow of in vivo metabolic CD8^+^ T cells CRISPR/ Cas9 screening design from KPC_OVA bearing mice. Isolation and activation of OT-I T cells from OT-I:Rosa26-Cas9 mice; transduction of OT-I T cells with the lentiviral sgRNA metabolic library; Enrichment of transduced CD90.1^+^ OT-I; adoptive transfer of CD90.1^+^ OT-I T cells into recipient KPC_OVA-bearing mice and treatment with anti-PD-1 blocking antibody; 7 days post-ACT, sort of CD90.1^+^ OT-I cells from primary tumour, metastatic niches and lymphoid organs. NGS and bioinformatic identification of the candidate metabolic targets (IgG *n* = 41, anti-PD-1 *n* = 40, three independent sequencing experiments). Figure created in BioRender (Mazzone (2025) p04f031). **h**–**j**, Representative volcano plot generated with MAGeCK of enriched and depleted genes in CD90.1^+^ OT-I T cells sorted from primary tumour (**h**), lungs (**i**) and liver (**j**) of KPC_OVA tumour-bearing mice treated with anti-PD-1. **k**, Venn diagram representing the genes corresponding to the significantly enriched sgRNAs, at least in one organ and one treatment, using STAR (*P* ≤ 0.05) and MAGeCK (false discovery rate (FDR) ≤ 0.05) algorithms. **l**, Tissue distrubution of the 83 genes enriched in STAR and MAGeCK. **m**, Top five GO terms for the 83 genes enriched in STAR and MAGeCK. Data are presented as mean ± s.e.m. Statistical significance was assessed by two-tailed unpaired Student’s *t*-test. Source data

As we wanted to explore T cell infiltration and fitness also in the metastatic niches, we validated the presence of KPC_OVA cancer cells in lungs and liver of tumour-bearing mice 12 days after tumour implantation (Extended Data Fig. 1d). This was also proved by the fact that upon OT-I T cell transfer, a higher percentage of OT-I T cells were found in the lung and liver from tumour-bearing, compared with healthy tumour-free mice that were also injected with activated OT-I T cells (Fig. 1d–f). Moreover, adoptively transferred OT-I and endogenous OVA-specific T cells infiltrating the lung and the liver of tumour-bearing mice expressed higher levels of PD-1, compared with OT-I T cells infiltrating the lung and liver of healthy mice, indicating that the presence of the ovalbumin antigen induced their activation (Fig. 1e,f). Altogether these data prove the presence of KPC_OVA cancer cells in the most common metastatic niches of PDAC, namely lung and liver, of tumour-bearing mice 12 days after orthotopic injection with KPC_OVA cells.

Next, to identify which metabolic pathways curb CD8^+^ T infiltration in PDAC under immunotherapy, we performed a CRISPR KO screen of 2,078 genes involved in cellular metabolism. These were selected by integrating the metabolic mouse genes from the Kyoto Encyclopaedia of Genes and Genomes with previously published high-quality reconstructions of mouse metabolism^21,22^. We next designed and generated a metabolic single guide RNA (sgRNA) library containing 10,390 gene-specific sgRNA and 250 nontargeting controls. This library was cloned into a lentiviral CRISPR vector that additionally contains a CD90.1 (Thy1.1) expression cassette to mark transduced T cells (Extended Data Fig. 1e). To perform the screen, we transduced OT-I Cas9 knock-in T cells with the lentiviral metabolic library and adoptively transferred them to KPC_OVA tumour-bearing mice. The same day we also started the treatment with anti-PD-1 or control antibody (Fig. 1g). Seven days after ACT, we killed the mice to sort sgRNA-transduced CD90.1^+^ OT-I T cells. We observed no difference in tumour size of mice that received anti-PD-1 or control treatment (Extended Data Fig. 1f).

To explore potential targets able to sustain T cell fitness in the primary tumour and in the metastatic niches, thus achieving a multi-organ effect, we sorted sgRNA-transduced CD90.1^+^ OT-I T cells from the primary tumour, the metastatic niches (lung, liver and peritoneal metastases), and the lymphoid organs (spleen, draining and nondraining lymph nodes) (Fig. 1g).

The sgRNA representation in the sorted T cells was determined by high-throughput sequencing and data were analysed with MAGeCK^23^. This enabled us to identify metabolic targets enriched in the different niches under a specific treatment condition (Fig. 1h–j and Supplementary Table 1). Among them, we retrieved sgRNAs targeting metabolic genes known to sustain T cells fitness and antitumoural activity such as *Dgkz*^24–26^, *Pi3k* family members^27–29^ and *B3gnt2* (ref. ^30^), whereas essential genes such as those encoding ribosomal protein L9 (*Rpl9*) or subunit D of RNA polymerase I and III (*Polr1d*), were significantly depleted (Fig.1h–j). 

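The processed table behind the screen holds a signal for each of 10640 sgRNAs, 5 for each of 2078 genes and 250 nontargeting controls. Each library was made from genomic DNA of CD90.1+ OT-I T cells, mouse CD8+ T cells whose T cell receptor recognizes ovalbumin. The cells were sorted 7 days after ACT from mice bearing KPC_OVA tumours, a mouse PDAC line that expresses ovalbumin, under 10 mg/kg of anti-PD-1 or IgG. Cells taken on the day of transfer, called T0, were the reference. Of the 43 samples, 41 libraries carry values, because the authors excluded peritoneal metastases IgG replicate 1 and liver anti-PD-1 replicate 2 after quality control. This left 1 library of liver anti-PD-1, 2 each of liver IgG and peritoneal metastases IgG, and 3 of T0 and of every other group. The library of peritoneal metastases anti-PD-1 replicate 2 is titled as peritoneal metastases but carries spleen as its tissue label, and it was used as peritoneal metastases. The authors counted reads per sgRNA with MAGeCK, normalized them to the nontargeting sgRNAs and corrected batches with ComBat, so that the values are no longer whole counts and the read depth is unknown. The summed signal per library ranged from 2882462 to 4228882 (median 4085227) in T0. It ranged from 2275699 to 3211778 (median 3115573) in primary tumour IgG and from 2479993 to 3392628 (median 3148388) in primary tumour anti-PD-1. In lung, the sums were 1788300 to 3197687 (median 3069455) under IgG and 2726373 to 3577399 (median 3190787) under anti-PD-1. The liver libraries summed to 2018421 and 2804275 under IgG and to 2415885 under anti-PD-1. Peritoneal metastases had sums of 2140959 and 3168621 under IgG and of 2427600 to 3590597 (median 2680312) under anti-PD-1. Spleen libraries summed to 2348780 to 3589586 (median 3060207) under IgG and to 1965083 to 3576974 (median 3327763) under anti-PD-1. In draining lymph nodes, the sums were 2690302 to 2944580 (median 2890326) under IgG and 2872797 to 3277074 (median 3188188) under anti-PD-1. Nondraining lymph nodes had sums of 2743014 to 3113353 (median 2951826) under IgG and 2755497 to 4130054 (median 2986791) under anti-PD-1.
Within a replicate number, the lowest value of an sgRNA was shared by several libraries (relative tolerance 1e-09) for 97.6% of sgRNAs in replicate 1, 96.6% in replicate 2 and 72.9% in replicate 3. The median shared value was 1.17, 0.640 and 0, respectively, after any values below 0 had been set to 0, and it was read as the value of an undetected sgRNA. The methods name organs as the batches that ComBat corrected. Of the shared lowest values above 0, 52.5% in replicate 1 and 56.7% in replicate 2 were the same in libraries of several organs, with the lymph nodes counted as 1 organ. For 10032 sgRNAs at that value in the same organ in replicates 1 and 2, 0 had the same value in both. In T0, at most 0.0188% of sgRNAs lay at this value. The share was 2.78% to 24.1% in the 20 libraries of primary tumour, liver, peritoneal metastases and spleen, 10.6% to 42.6% in the 6 lung libraries, and 45.4% to 91.6% in the 12 lymph node libraries. For each nontargeting sgRNA, the log2 deviation from its mean over the T0 libraries was taken. The SD of these deviations was 0.916 to 1.19 in primary tumour anti-PD-1, 2.29 to 3.34 in lung and 2.17 to 4.13 in lymph nodes. In T0 libraries it was 0.282 to 0.326, small in part by construction, since these libraries enter that mean. For each gene and library, the mean of log2(value + 1) over its sgRNAs was taken, minus the median of the nontargeting sgRNAs of that library. A change is therefore on the log2(value + 1) scale, which understates the change of low sgRNAs. All libraries entered 1 limma fit with 1 mean per group, and genes at a Benjamini-Hochberg adjusted p of at most 0.05 against T0 were called enriched or depleted. The spread of a gene was pooled over all groups, lymph nodes included, so groups of 3 libraries share 1 standard error per gene. The tests in primary tumour thus carry spread from the lymph nodes. In the lymph nodes the nontargeting median itself lies at or near the lowest values, and on simulated data with 200 genes changed the fit called 66 to 415 unchanged genes enriched in each lymph node group. Each replicate number holds at most 1 library per group, so that a comparison within 1 number has no replicate.

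**Figure D1:**
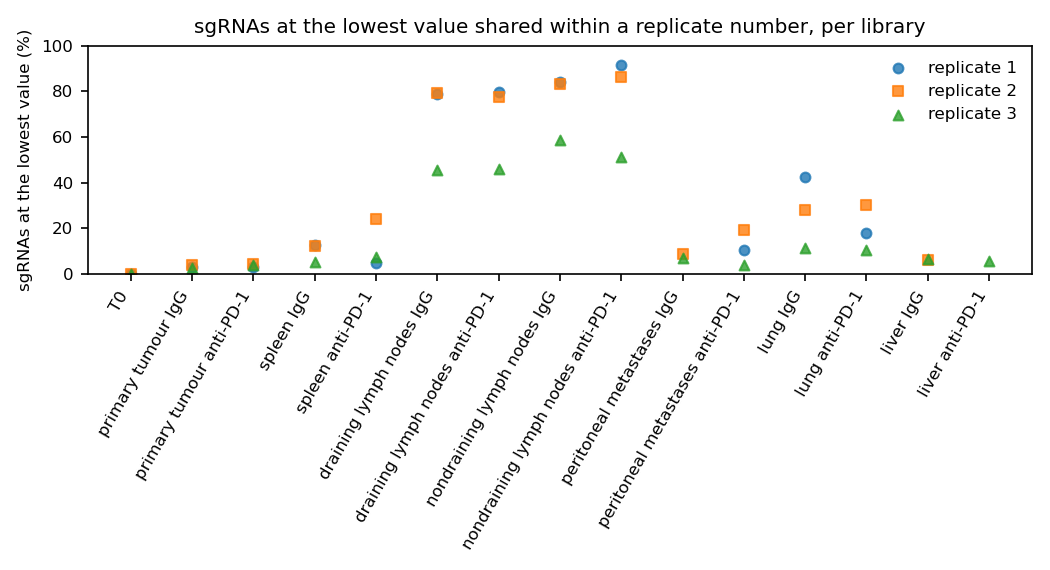
Percentage of the sgRNAs of a library that lie at the lowest value shared within its replicate number, for each organ and treatment group. Each marker is 1 library, and its shape gives the replicate number. T0 libraries lie at most at 0.0188% and lymph node libraries between 45.4% and 91.6%.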

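Against T0, limma with Benjamini-Hochberg adjustment called 0 genes enriched in the primary tumour under anti-PD-1, with 1 gene at an unadjusted p under 0.05, and 247 genes depleted. In lung anti-PD-1 it called 0 genes enriched, with 3 at an unadjusted p under 0.05, and 345 depleted. For the 1 library of liver anti-PD-1, whose spread is taken from the other groups, 0 genes were enriched by limma, with 2 at an unadjusted p under 0.05, and 128 were depleted. A second test took sgRNAs in place of libraries as the unit and set the mean change of a gene against 100000 random sets of 5 sgRNAs. With sets drawn from all sgRNAs, 22 genes were enriched in primary tumour, 22 in lung and 17 in liver, and 196, 184 and 126 were depleted. With sets drawn from the nontargeting sgRNAs, 33, 20 and 22 genes were enriched and 429, 324 and 261 depleted. This test measures the spread between sgRNAs and not that between libraries. Of the alternatives, the fit of only the groups compared moved the counts most, to 327 enriched and 816 depleted genes in liver anti-PD-1, and on simulated data with changes of log2 2 it called 577 unchanged genes enriched in that group. On simulated data, limma as used here recovered 0 of 100 genes raised by log2 2 in each of primary tumour, lung and liver anti-PD-1. Of 100 genes raised by log2 4, it recovered 100, 75 and 40. An increase of log2 2 was thus not detectable by this fit of all libraries. The fit of only the groups compared recovered 99 of 100 such genes in primary tumour, with 1 unchanged gene called. On the values of the screen that fit, which leaves out the spread of the lymph nodes, called 11 genes enriched there. In the lymph nodes under anti-PD-1, limma called 585 genes enriched in draining and 186 in nondraining nodes, and under IgG 727 and 140. The median change of all genes was 1.95 and 1.49 under anti-PD-1 and 2.08 and 1.37 under IgG in these nodes. It was -0.20 in primary tumour, -1.07 in lung and -0.26 in liver under anti-PD-1. Outside the lymph nodes, *Pik3cd* in spleen anti-PD-1 was the 1 gene enriched in any group by limma.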

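*Pik3cd*, which encodes a catalytic subunit of PI3K, had the largest increase of the 2078 genes in primary tumour, lung and liver under anti-PD-1. Its log2 change was 2.77 (standard error 1.14, adjusted p = 0.137 from limma with Benjamini-Hochberg adjustment) in primary tumour. In lung it was 3.07 (standard error 1.14, adjusted p = 0.0555 from limma) and in liver, with 1 library, 4.07 (standard error 1.61, adjusted p = 0.168 from limma). All 3 primary tumour libraries, all 3 lung libraries and the liver library lay above every T0 library for this gene, and chance alone separates 3 libraries from 3 in 10% of cases. Across the 12 alternative fits its change stayed between 2.39 and 3.10 in primary tumour, where limma's adjusted p ranged from 1.07e-10 to 0.625, between 2.51 and 3.89 in lung (1.84e-06 to 0.306) and between 2.93 and 4.55 in liver (8.11e-08 to 0.837). *Pik3r1*, a regulatory subunit of PI3K, had log2 changes of 1.56, 1.75 and 3.00, with adjusted p = 0.51, 0.213 and 0.194 from limma, and ranked 3, 3 and 2 by mean change. None of the other 10 genes of the library with symbols starting with *Pik3* was enriched in these groups by limma as designed, and each changed sign in at least 1 of them with the values as deposited or with centring on the median of all sgRNAs. Both settings shift all genes of a library by 1 constant, so the sign of a change near 0 depends on the centring. In lung, *Pik3ca* (-2.89), *Pik3c3* (-2.72) and *Pik3r5* (-2.57) stayed below 0 under all 12 alternative fits, with 3 of 3 libraries below every T0 library and adjusted p = 0.0632, 0.123 and 0.0719 from limma, and each was depleted by 3 of these fits. Leaving out 1 lung library also made the call, replicate 1 for *Pik3ca* (-4.09) and *Pik3r5* (-3.33) and replicate 3 for *Pik3c3* (-3.71). *Dgkz* rose by 1.60 (standard error 0.961, adjusted p = 0.649 from limma) in primary tumour and by 1.95 (standard error 0.961, adjusted p = 0.211 from limma) in lung, rank 2 in both, and 3 of 3 libraries lay above T0 in each. In liver its change was 0.80 (adjusted p = 1 from limma), rank 178, and it was -0.33 with the values as deposited, where the median of all genes was -1.40. *B3gnt2* had log2 changes of 1.34, 1.30 and 2.87, with adjusted p = 1, 0.594 and 0.787 from limma, and ranked 4, 4 and 3. It lay above every T0 library in 3 of 3 primary tumour libraries, in 2 of 3 lung libraries and in the liver library. Against random sets of all sgRNAs, *Pik3cd*, *Pik3r1* and *B3gnt2* were enriched in all 3 organs and *Dgkz* in primary tumour and lung.
*Rpl9* was depleted, with a log2 change of -6.80 in primary tumour (standard error 0.788, adjusted p = 7.49e-09 from limma with Benjamini-Hochberg adjustment), -6.21 in lung (adjusted p = 1.97e-08 from limma) and -5.87 in liver (adjusted p = 0.000454 from limma). *Polr1d* changed by -5.65 (adjusted p = 2.52e-06 from limma), -6.31 (adjusted p = 1.15e-07) and -6.88 (adjusted p = 0.000363). Every library of these groups lay below every T0 library for both genes. Among the largest decreases of depleted genes were those of *Rpl36* (-7.13) and *Rps19* (-7.10) in primary tumour, *Rpl36* (-7.77) and *Rpl27* (-7.45) in lung, and *Psmb2* (-7.10), *Polr1d* and *Mat2a* (-6.60) in liver. The 20 ribosomal protein genes of the library had a median change of -5.41 in primary tumour anti-PD-1. As a set they were lower than other genes by limma's camera (preset inter-gene correlation 0.01, adjusted p = 1.19e-41) and lower than T0 by fry (adjusted p = 1.04e-13), with Benjamini-Hochberg adjustment over the 14 groups. With the lowest 10% of sgRNAs left out the median was -2.66, and under the other alternatives it lay between that value and -6.75. In the 4 lymph node groups their median lay between -0.32 and -0.12, which limma's fry, testing against T0, did not separate from no change (adjusted p from 0.767 to 0.975). This decides nothing, since a loss cannot show where the nontargeting median itself lies at or near the lowest values. On simulated data limma recovered 0 of 100 genes lowered by log2 4 in each lymph node group. Against other genes, whose median lay above T0 there, the ribosomal protein genes were lower in all 4 groups by limma's camera (adjusted p from 2.9e-14 to 1.52e-09).

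**Figure D2:**
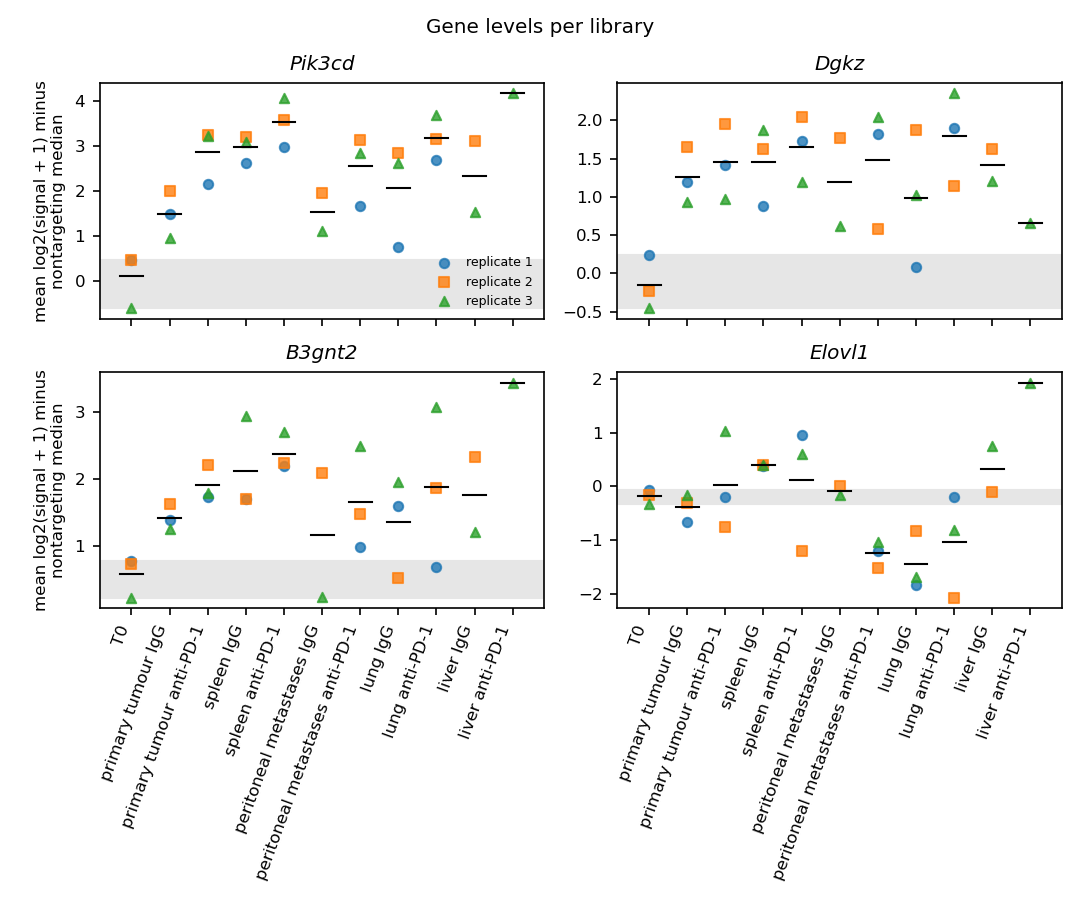
Level of *Pik3cd*, *Dgkz*, *B3gnt2* and *Elovl1* in each library, as the mean log2(value + 1) of the sgRNAs minus the median of the nontargeting sgRNAs, by organ and treatment, with lymph nodes left out. Each point is 1 library, the line is the group mean and the grey band is the range of the 3 T0 libraries. *Pik3cd* lies above the T0 range in all 3 primary tumour and all 3 lung libraries under anti-PD-1.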

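The second algorithm, STARS, scores a gene by how high its sgRNAs stand in a ranking of all sgRNAs. A score of this type was computed here from the mean log2(value + 1) of a group minus that of T0, over sgRNAs in the upper 50% of the ranking and at least 2 sgRNAs per gene, with p from 1000 random reassignments of sgRNAs to genes. It takes sgRNAs as the unit and does not use the spread between libraries. *Pik3cd* had the highest score in primary tumour (13.5), lung (13.6) and liver (7.92) under anti-PD-1, with a permutation p of 4.8e-07 in each, the smallest the reassignments can give. *Pik3r1* ranked 2, 3 and 3 and *B3gnt2* ranked 3, 4 and 2 in these organs. *Dgkz* ranked 5 in primary tumour, 2 in lung and 450 in liver, where its permutation p was 0.179. The permutation p was under 0.05, unadjusted, for 168 genes in primary tumour, 156 in lung and 142 in liver. On simulated independent normal values, 49 of 50 raised genes and 3.9% of unchanged genes were called at that level. Such values were not drawn from this screen and hold no undetected sgRNAs, so they give no error rate for it.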

The same analysis was performed with a second algorithm, STARS^31^(Extended Data Fig. 1g,h and Supplementary Table 1).

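Of the 83 genes common to both lists of Supplementary Table 1, limma with Benjamini-Hochberg adjustment called 78 enriched in at least 1 of the 14 groups against T0. These libraries are the ones the list was chosen on, so the count is not independent evidence. Of all 2078 genes, 1173 were enriched in at least 1 group by the same test. In 20 simulated screens of unchanged groups that share the T0 libraries, a median of 514.5 genes were called enriched in at least 1 group by this fit. The calls came from the lymph nodes, apart from *Pik3cd* in spleen anti-PD-1. By group, limma called 57 of the 83 genes in draining lymph nodes under anti-PD-1 and 49 under IgG, and 18 and 13 in nondraining lymph nodes. Adjusted over the list alone, these counts were 64, 52, 41 and 20, and 0 in spleen anti-PD-1. In primary tumour, lung and liver under anti-PD-1 the 83 genes had median log2 changes of 0.34, -0.25 and 0.56. Each of these lies above the median of all genes in that organ. With the values as deposited and no further centring, 0 of the 83 genes and 0 of all genes were enriched in any group by limma. Without T0 replicate 2, the counts were 49 of the 83 and 535 of all genes.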

Of all genes targeted, 83 were found to be significantly enriched in at least one organ and treatment condition by both algorithms (Fig. 1k). When looking at their distribution among the different niches, most of them were particularly enriched in one niche, whereas 18% of these targets were retrieved from multiple sites (Fig. 1l). This suggests that different genes deletions might give a superior benefit in specific environments, but does not exclude relevance in other niches. 

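The 14 groups were placed in 3 sites, primary tumour, metastases (lung, liver and peritoneal) and lymphoid organs (spleen and lymph nodes). All 78 genes of the 83 that limma called enriched were called in lymphoid organs, and 0 were called in more than 1 site. By other fits the number in more than 1 site was 34 with only the groups compared and 20 with library weights. With the nontargeting mean for centring and the lymph nodes left out, a choice made after seeing the values, 19 of the 83 were enriched, 12 in metastases only, 7 in more than 1 site. In the simulated screens of unchanged groups, the median number of genes in more than 1 site was 0 for the fit as designed and for that with the nontargeting mean and no lymph nodes. The fits that gave 34 and 20 were not run on these screens. The difference between organs itself was tested with limma's moderated F-test over the 7 organs, and 2044 of 2078 genes differed at a Benjamini-Hochberg adjusted p of at most 0.05. With the lymph nodes left out 77 genes differed, and 9 when the libraries were also centred on the nontargeting mean. Across genes, which are not independent replicates, the changes in primary tumour and lung under anti-PD-1 correlated at r = 0.905, those in primary tumour and liver at 0.891 and those in lung and liver at 0.833. Over the genes called in neither group of a pair the correlations were 0.501, 0.649 and 0.378, and over the 83 genes they were 0.597, 0.671 and 0.470. Unchanged groups that share the T0 libraries gave median correlations of 0.0317, 0.0265 and 0.0131 in the simulated screens, which do not model deviations shared within a replicate number and treatment. The 250 nontargeting sgRNAs of the same libraries, which carry both, correlated at 0.321, 0.406 and 0.265.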

With our approach, we aimed at identifying genes with enhanced activity in primary tumour and metastatic niches, thus achieving sustained CD8^+^ T cell persistence in vivo.

Last, to investigate the metabolic pathways specifically enriched among these 83 genes, we performed a Gene Ontology (GO) pathway analysis, which revealed lipid and small molecule metabolism as well as organic substance biosynthesis as the most represented biological processes (Fig. 1m). Altogether, these analyses validate our in vivo metabolic multi-organ CD8^+^ T cell screen and highlight 83 metabolic genes inhibiting T cell accumulation in the tumoural and lymphoid niches.

### In vivo CROP-seq screen positions *Elovl1* as a top metabolic target in CD8^+^ T cells

To prioritize and distil the most therapeutically relevant targets, we set out to characterize the phenotypic and functional heterogeneity associated with each metabolic gene, focusing on the primary tumour niche. To this aim, we combined our CRISPR screen with scRNA-seq (CROP-seq)^32^. A new set of sgRNAs targeting the distilled 83 metabolic genes was designed and cloned into a CROP-seq library (Extended Data Fig. 2a). The corresponding lentiviral library was transduced in OT-I T cells, which were used for adoptive cell transfer in mice bearing KPC_OVA pancreatic tumours and treated with anti-PD-1 or an IgG control antibody (Fig. 2a). Of note, we observed significantly smaller tumours in mice receiving OT-I T cells transduced with the CROP-seq metabolic library and treated with anti-PD-1 (Fig. 2b), a first indication that, among the distilled 83 genes, we successfully enriched candidate genes whose inhibition synergizes with anti-PD-1.

**Fig. 2:**
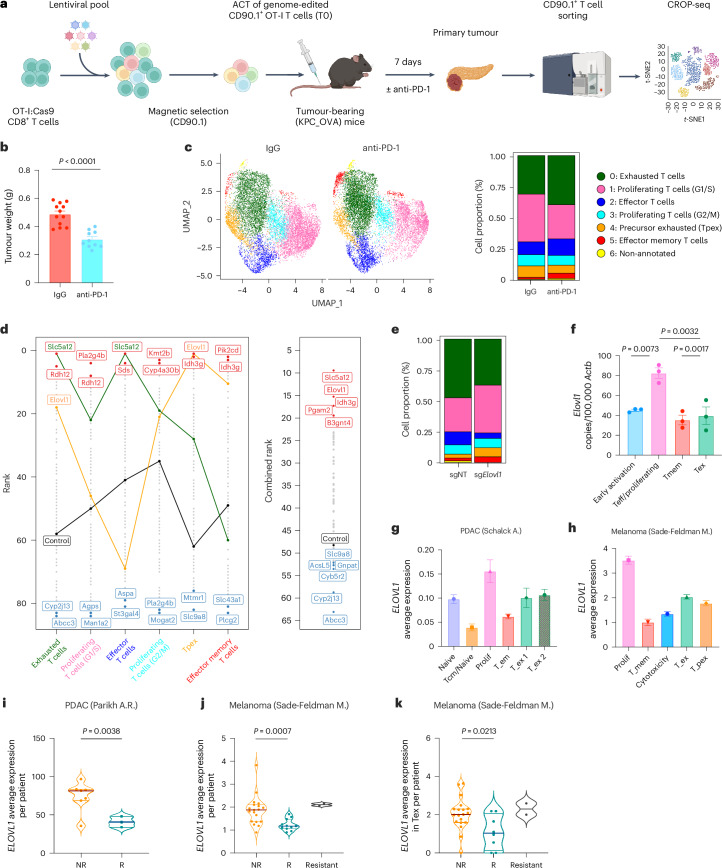
An in vivo single-cell CRISPR screen selects *Elovl1* as a promising metabolic target to sustain CD8^+^ T cell activity. **a**, Workflow of in vivo single-cell metabolic CD8^+^ T cells CRISPR/Cas9 screening design (CROP-seq) from KPC_OVA primary tumour (IgG *n* = 12, anti-PD-1 *n* = 10, two independent experiments). Figure created in BioRender.com/, Mazzone (2025) b69d891. **b**, Tumour weights at day 12 of KPC_OVA-bearing mice that received OT-I T cells transduced with CROP-seq library and were treated with IgG (*n* = 12) or anti-PD-1 (*n* = 10). Exact *P* value = 0.000008. **c**, Uniform Manifold Approximation and Projection (UMAP) plot (left) and corresponding bar plot (right) of the CD90.1^+^ OT-I cells from mice treated with IgG or anti-PD-1. **d**, Ranking of each gene per cluster upon anti-PD-1 (right). Combined ranking from CROP-seq analysis (left). Negative score was given for cluster 0 and a positive score was given for clusters 1–5. The top genes ranked higher for proliferation, effector and memory functions (cluster 1–5) and lower for exhaustion (cluster 0). **e**, Distribution of the clusters identified in **c** for *Elovl1*-deleted (sg*Elovl1*) or control OT-I (sgNT) under anti-PD-1 treatment. **f**, *Elovl1* expression quantified by RT–qPCR in in vitro differentiated CD8^+^ T cell states (*n* = 3, cells from three mice were used and kept separately as biological replicates). **g**,**h**, Average *ELOVL1* expression in different clusters of CD8^+^ TILs from single-cell datasets of patients with PDAC (**g**) and melanoma (**h**). **i**, *ELOVL1* expression per patient in CD8^+^ TILs of patients with PDAC showing primary resistance (nonresponders (NR) *n* = 7) or response (responders (R) *n* = 3) to anti-PD-1 treatment. **j**,**k**, *ELOVL1* expression per patient in total CD8^+^ TILs (**j**) and in effector/exhausted CD8^+^ TILs (**k**) of patients with melanoma showing primary resistance (NRs *n* = 19), response (R, *n* = 11) or acquired resistance to anti-PD-1 treatment (resistant *n* = 2). Data are presented as the mean ± s.e.m. Statistical significance was assessed by two-tailed unpaired Student’s *t*-test (**b**,**i**–**k**) or one-way analysis of variance (ANOVA) (**f**). Source data

We then sorted sgRNA-transduced CD90.1^+^ OT-I T cells from the primary tumour and analysed the transcriptome and sgRNA expression of 22,371 T cells at single-cell resolution. Clustering analysis revealed seven different phenotypes characterizing OT-I T cells in PDAC primary tumour: cycling T cells (clusters 1 and 3), terminally exhausted T cells expressing inhibitory molecules (for example *Havcr2* and *Pdcd1*) (cluster 0), effector T cells expressing inflammatory cytokines (for example *Ifng* and *Tnfa*) (cluster 2), precursor exhausted T cells (Tpex) that express *Tcf7* and *Slamf6* (cluster 4)^33^ and effector memory T cells expressing *Klf2*, *Tcf7* and *Gzma* (cluster 5) (Extended Data Fig. 2b,c). T cells from anti-PD-1-treated animals differed in phenotype from control-treated animals, with more T cells having an effector phenotype (cluster 0, 2 and 5) and fewer showing a precursor exhausted phenotype (cluster 4), in line with previous studies^33^ (Fig. 2c). Next, we ranked the different gene knockouts by their CD8^+^ T cell phenotype, to pinpoint targets displaying sustained proliferation, more cytotoxicity, better memory and less exhaustion upon anti-PD-1 treatment and calculated a combined ranking for each target (Fig. 2d and Supplementary Table 1). *Slc5a12*, encoding the sodium-coupled monocarboxylate transported 2, ranked first in the combined rank, and was particularly enriched in effector T cells (cluster 2), where it ranked first as well. On the contrary, the second-ranking gene *Elovl1*, encoding the elongation of very long-chain fatty acid protein 1, ranked first in the cluster of Tpex T cells (cluster 4) (Fig. 2d). As the promotion of memory-like phenotypes is important for in vivo T cell persistence, we selected *Elovl1* for further validation. When looking at the phenotypic profile, *Elovl1*-depleted cells were also abundant in proliferation and showed a decrease in exhausted T cell populations (Fig. 2e). In the multi-organ screen, *Elovl1* resulted enriched particularly in the liver of mice treated with anti-PD-1 (Extended Data Fig. 1i) and ranked well in both the primary tumour and lungs of mice treated with anti-PD-1 (position 193 and 153, respectively; Supplementary Table 1), thus highlighting the efficiency of our approach in identifying putative targets having a systemic relevance and synergizing with anti-PD-1 treatment. 

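By the STARS-type score, *Elovl1* ranked 8 of 2078 genes in liver anti-PD-1 (score 3.63, permutation p = 0.000838, unadjusted), with all 5 of its sgRNAs in the upper 50% of the ranking. It ranked 748 in primary tumour anti-PD-1 (score 0.794, permutation p = 0.297) with 4 sgRNAs in that part, and 845 in lung anti-PD-1 (score 0.688, permutation p = 0.352) with 3. In Supplementary Table 1, the paper's list holds 199 genes each for primary tumour and lung, and the paper's scores there are 1.39 and 1.55. Leaving out 1 library could move the rank widely in either organ. It was 156 without primary tumour anti-PD-1 replicate 2 and 1117 without replicate 3, and 219 without lung anti-PD-1 replicate 2. Without primary tumour anti-PD-1 replicate 1 the rank was 444, and without T0 replicate 1 it was 494. Ranked by mean change, *Elovl1* stood at 6 in liver, 282 in primary tumour and 828 in lung. It stood at 1519 in peritoneal metastases anti-PD-1, with a log2 change of -1.07 (adjusted p = 0.999 from limma) and 3 of 3 libraries below every T0 library. In spleen it stood at 102 under anti-PD-1 (0.31) and at 34 under IgG (0.58, with 3 of 3 libraries above every T0 library). Its log2 change was 0.20 in primary tumour (standard error 0.891, adjusted p = 1 from limma with Benjamini-Hochberg adjustment), where 1 of 3 libraries lay above and 1 below every T0 library. In lung it was -0.85 (standard error 0.891, adjusted p = 0.636 from limma), with 2 of 3 libraries below every T0 library, against a median of all genes of -1.07. The sign changed with the values as deposited in primary tumour (-0.18, where the median of all genes was -0.58) and with the median of the sgRNAs in lung (0.70). From the enrichment in liver and the ranks in primary tumour and lungs, the paper reasons that its approach identifies putative targets with systemic relevance that synergize with anti-PD-1 treatment.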

As the role of *Elovl1* in CD8^+^ T cells is unknown, we first quantified its expression levels across different CD8^+^ T cell states. To do so, we collected T cells after 24 h of activation (early activation), after 72 h (effector/proliferative) and memory or exhausted differentiated CD8^+^ T cells. We found that *Elovl1* was mostly expressed by highly proliferating T cells (Fig. 2f), which require high amounts of lipids to sustain membrane generation and organelles biosynthesis and will, therefore, upregulate lipid synthesis pathways. *Elovl1* expression across different T cell clusters was also confirmed in vivo in the sgNT population from CROP-seq in our orthotopic KPC mouse model, (Extended Data Fig. 2d). To investigate the translatability of this target, we performed the same analysis on CD8^+^ TILs from human single-cell datasets of patients with PDAC^34^ or melanoma^35^. In line with our murine data, also in human patients, proliferating CD8^+^ TILs proved to be the cluster with the highest *ELOVL1* expression (Fig. 2g,h). 

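Both treatments were compared with T0 here, and the difference between them was also tested. In liver, the log2 change of *Elovl1* was higher under anti-PD-1 (1 library) than under IgG (2 libraries) by 1.61 (adjusted p = 1 from limma with Benjamini-Hochberg adjustment). The 12 alternative fits gave differences of 0.85 to 1.68, with adjusted p from 0.401 to 1 by limma, and leaving out 1 library gave 1.18 to 2.04. Of all genes, limma called 2 changed between anti-PD-1 and IgG averaged over the 7 organs, with 151 at an unadjusted p under 0.05. They were *Sdhd* (-2.04) and *Slc35c1* (-2.26), both lower under anti-PD-1 with adjusted p = 0.00539 from limma, named after their values were seen. The fit takes libraries as independent, whereas deviations of nontargeting sgRNAs were shared between organs of the same replicate number and treatment. Outside the lymph nodes, their median correlation between such organs was 0.186 for the same treatment and -0.115 for the other. These deviations are from the organ's mean over all its libraries, which in part sets the sign of the second value. Swapping the treatment labels of a whole replicate number, a test chosen after the result was seen, gave as many genes in 1 of 4 splits. That split was the real one, and 4 splits are too few to exclude chance. Library weights moved the count of genes changed between treatments most, to 47. Under IgG, *Elovl1* had a change of 0.51 against T0 in liver, rank 137 of 2078 genes.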

Last, considering that in our screening, *Elovl1*-deficient CD8^+^ T cells were strongly enriched upon anti-PD-1 treatment, we wondered whether this was recapitulated in human patients. Therefore, we analysed *ELOVL1* expression in the same scRNA-seq dataset from patients with melanoma treated with anti-PD-1 (ref. ^35^) and in a bulk-RNA sequencing dataset of patients with PDAC treated with anti-PD-1 and anti-CTLA-4 in combination with radiation^36^ (given the absence of scRNA sequencing PDAC datasets similar to those found in patients with melanoma where ICB-based therapy is the first-line treatment option).

CD8^+^ TILs showed significantly lower *ELOVL1* expression in both patients with PDAC and melanoma responding to anti-PD-1 therapy compared with nonresponding or resistant patients (Fig. 2i,j). Furthermore, in scRNA sequencing of melanoma, exhausted/effector CD8^+^ TILs showed significantly lower *ELOVL1* expression in responders than in nonresponders and resistant patients (Fig. 2k), suggesting that *ELOVL1*^low^ TILs are more effective in synergizing with anti-PD-1 treatment than *ELOVL1*^high^ TILs. This was also reflected in patient survival, as anti-PD-1-treated patients with melanoma and *ELOVL1*^low^ TILs showed better overall survival than anti-PD-1-treated patients with melanoma and *ELOVL1*^high^ TILs, albeit borderline significantly (Extended Data Fig. 2e).

Together these data highlight *Elovl1* as a relevant metabolic target with a strong translational potential.

### *Elovl1-*deficient CD8^+^ T cells increase antitumoural activity upon anti-PD-1

To validate the impact of *Elovl1* inactivation on the antitumoural activity of CD8^+^ T cells in PDAC, we deleted *Elovl1* in in vitro-activated OT-I T cells by nucleofection of a gRNA targeting *Elov1* (sg*Elovl1*) or a nontargeting gRNA (sgNT) in complex with Cas9 (Extended Data Fig. 3a). Seven days after the orthotopic injection of KPC_OVA cells, we performed adoptive transfer of sg*Elovl1* or sgNT OT-I T cells and initiated anti-PD-1 or control treatment (Extended Data Fig. 3b). This significantly reduced the tumour weight as well as the number of peritoneal metastases in mice treated with sg*Elovl1* OT-I T cells and anti-PD-1, but not in mice receiving anti-PD-1 or sg*Elovl1* OT-I T cells alone (Fig. 3a,b).

**Fig. 3:**
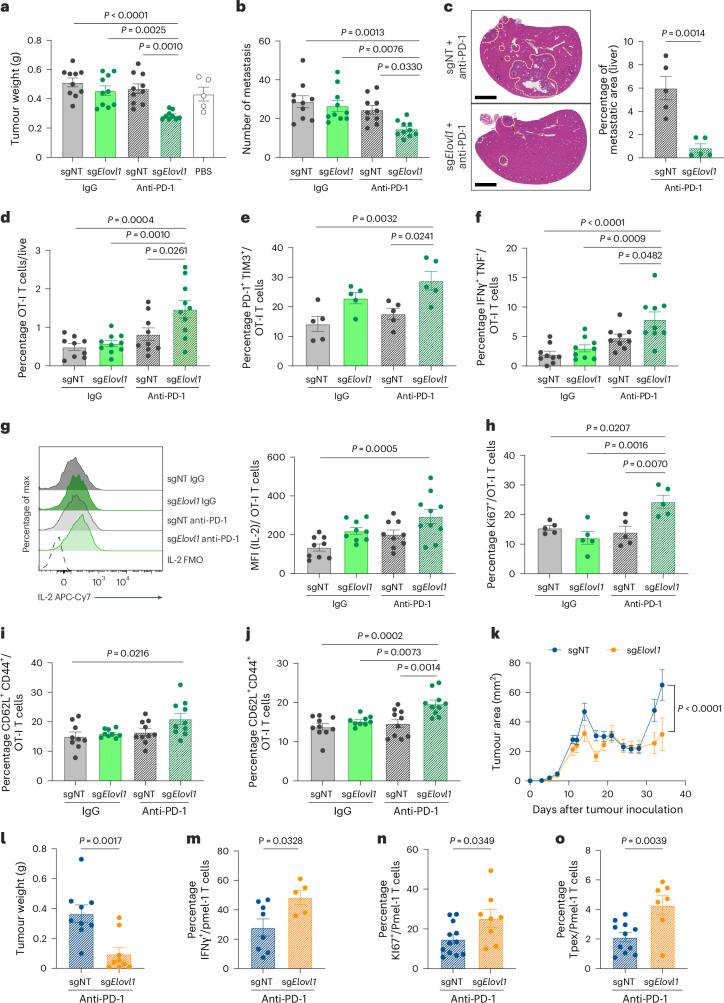
*Elovl1*-deficient CD8^+^ T cells have increased antitumoural activity upon anti-PD-1 treatment. **a**,**b**, Tumour weight (**a**) and peritoneal metastasis count (**b**), on day14 post-KPC_OVA injection, of mice not treated (PBS), receiving sgNT or sg*Elovl1* OT-I T cells and treated with IgG or anti-PD-1. **c**, Representative haematoxylin and eosin picture of one lobe of the liver (scale bar, 2.5 mm, left) and percentage of tumour area (right) in an experimental model of PDAC liver metastasis. The mice were injected intrasplenic with KPC_OVA. Eight days later, they received sgNT or sg*Elovl1* OT-I T cells and started anti-PD-1 therapy the following day (*n* = 5). Tumour burden was quantified on every lobe and calculated as percentage of total area. **d**, Flow cytometry quantification of sgNT and sg*Elovl1* OT-I cells in the primary tumour of mice treated with IgG or anti-PD-1. **e**,**f**, Flow cytometry quantification of PD-1^+^ Tim3^+^ (**e**) and TNF^+^ IFNγ^+^ (**f**) percentage of sgNT and sg*Elovl1* OT-I cells infiltrating KPC_OVA primary tumour of mice treated with IgG or anti-PD-1. **g**, Representative flow cytometry histogram and quantification of IL-2 production (median of fluorescence intensity; MFI) of sgNT or sg*Elovl1* OT-I T cells infiltrating KPC_OVA primary tumour of mice treated with IgG or anti-PD-1. **h**–**j**, Flow cytometry quantification of Ki67 (**h**) and CD44^+^CD62L^+^ (Tcm) (**i**) in sgNT or sg*Elovl1* OT-I T cells infiltrating the spleen and CD44^+^ CD62L^+^ (Tcm) in sgNT or sg*Elovl1* OT-I cells infiltrating the draining lymph nodes (**j**) of KPC_OVA-bearing mice treated with IgG or anti-PD-1. **k**, Representative tumour growth curve of mice injected subcutaneously with B16F1 cells and treated with anti-PD-1 that received sgNT or sg*Elovl1* pmel-1 T cells (sgNT *n* = 8; sg*Elovl1* *n* = 5). **l**, Tumour weight of B16F1 tumour-bearing mice injected with sgNT or sg*Elovl1* pmel-1 cells (sgNT *n* = 12, sg*Elovl1* *n* = 11). **m**,**n**, Flow cytometry quantification of IFNγ^+^ (**m**) and Ki67^+^ (**n**) pmel-1 T cells infiltrating B16F1 primary tumour (sgNT *n* = 8, sg*Elovl1* *n* = 5). **o**, Flow cytometry quantification of PD-1^+^ Slamf6^+^ (Tpex) pmel-1 T cells infiltrating B16F1 primary tumour (sgNT *n* = 11, sg*Elovl1* *n* = 7). (**a**,**b**,**f**,**g**,**I**,**j**, sgNT + IgG, *n* = 10; sg*Elovl1* + IgG, *n* = 10, sgNT + anti-PD-1, *n* = 10; sg*Elovl1* + anti-PD-1, *n* = 10, two independent experiments). (**e**,**h**, sgNT + IgG, n = 5; sg*Elovl1* + IgG, *n* = 5, sgNT+ anti-PD-1, *n* = 5; sg*Elovl1* + anti-PD-1, *n* = 5). Data are presented as mean ± s.e.m. Statistical significance was assessed by one-way (**a**,**b**,**d**–**j**) or two-way (**k**) ANOVA and by two-tailed unpaired Student’s *t*-test (**c**,**l**–**o**). Source data

In our multi-organ screening, *Elovl1* was significantly enriched in the liver of mice treated with anti-PD-1 (Extended Data Fig. 1i). Therefore, we performed ACT of sgNT or sg*Elovl1* OT-I T cells in an experimental model of PDAC liver metastasis. 

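In the 1 liver library under anti-PD-1, *Elovl1* had a log2 change of 2.12 against T0 (standard error 1.26, adjusted p = 0.761 from limma with Benjamini-Hochberg adjustment, unadjusted p = 0.0982). The standard error is taken from the spread within the other groups, since a single library has none. After centring, its 5 sgRNAs changed by 3.31, 1.80, 0.11, 2.02 and 3.37 against T0. Their signal in the liver library was 671, 394, 211, 387 and 843. In T0 it was 134, 252, 511, 293 and 362 in replicate 1, 259, 340.4, 520.0, 224 and 121 in replicate 2, and 93.8, 178, 299.6, 140.3 and 129 in replicate 3. The signal of 4 sgRNAs thus lay above all 3 T0 libraries, while that of the third lay below all 3, and its change of 0.11 is positive only after centring. Over the 14 alternatives the change lay between 0.99 and 2.39, with adjusted p between 5.28e-05 and 0.9997 from limma or random sets. The adjusted p passed 0.05 in 5 of them: the fit of only the groups compared, library weights, random sets of all sgRNAs (adjusted p = 0.0155) and of the nontargeting sgRNAs (adjusted p = 0.00597), and, chosen after seeing the values, the nontargeting mean without the lymph nodes (adjusted p = 0.0495 by limma). Of these fits, 2 also called unchanged genes enriched in liver anti-PD-1 on simulated data. They were the fit of only the groups compared (577 and 624 genes) and library weights (133 and 103). A pass in them therefore does not by itself separate a gene from unchanged ones. Of the sets of 5 nontargeting sgRNAs, 0.03% changed at least as much in the liver library. With each T0 library left out in turn, the change was 2.05 to 2.18.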

The mice receiving sg*Elovl1* OT-I T cells in combination with anti-PD-1 showed a reduced tumour burden (Fig. 3c and Extended Data Fig. 3c).

Together, these data indicate that *Elovl1* deletion in CD8^+^ T cells synergizes with anti-PD-1 treatment to overcome immunotherapy resistance in our pancreatic cancer model.

Considering that we performed CROP-seq in the primary tumour, we further characterized the impact of *Elovl1*-deficient OT-I T cells in the same tissue. In line with our screening, we observed more sg*Elovl1* OT-I T cells infiltrating anti-PD-1-treated tumours compared with control conditions (Fig. 3d).

When analysing the in vivo phenotype, *Elovl1*-deficient OT-I T cells expressed more co-inhibitory molecules such as PD-1 and TIM-3 in the presence of anti-PD-1 treatment, compared with the control OT-I T cells (Fig. 3e). Despite the exhausted phenotype, they retained higher, production of IFNγ, TNF and IL-2 (Fig. 3f,g). Additionally, sg*Elovl1* OT-I T cells expressed higher Ki67, validating the increase in proliferative capacity hinted by CROP-seq (Fig. 3h). In conclusion, genetic ablation of *Elovl1* combined with anti-PD-1 treatment improves CD8^+^ T cell activation and functionality in the immune-suppressive microenvironment of pancreatic cancer.

Moreover, the cluster of Tpex was expanded in sg*Elovl1* compared with sgNT OT-I T cells (Fig. 2e). By flow cytometry we validated the higher expression of Slamf6, a key Tpex marker, in sg*Elovl1* OT-I T cells infiltrating anti-PD-1-treated tumours compared with control groups (Extended Data Fig. 3d).

As Tpex are known to endow memory T cell features, we also investigated the role of *Elovl1* in the generation of other memory populations. In both draining lymph nodes and spleen, anti-PD-1 treatment and sg*Elovl1* inactivation synergized to produce more CD62L^+^ CD44^+^ central memory T cells (Tcm) (Fig. 3i,j). Considering that anti-PD-1 is widely used for the treatment of melanoma patients, we confirmed these observations also in B16F1 tumours, by transferring CD8^+^ T cells specific for gp100 (pmel-1), an endogenously expressed melanocytic lineage antigen (Extended Data Fig. 3e). When performing anti-PD-1 treatment alongside ACT of sg*Elovl1* pmel-1 T cells, we observed a delay in tumour growth (Fig. 3k and Extended Data Fig. 3f,g), reflected by a lower tumour weight (Fig. 3l), compared with sgNT pmel-1 T cell administration. Like in the KPC model, sg*Elovl1* pmel-1 T cells infiltrating a melanoma primary tumour were more functional with higher IFNγ production (Fig. 3m) and proliferative potential (Fig. 3n) compared with control T cells. Moreover, *Elovl1*-deficient pmel-1 T cells showed higher Tpex and Tcm differentiation in the tumour and spleen, respectively (Fig. 3o and Extended Data Fig. 3h), as well as increased expression of co-inhibitory modules (Extended Data Fig. 3i–k). Together, these data show that *Elovl1* deletion rewires CD8^+^ T cells phenotype allowing their reinvigoration by anti-PD-1, thus leading to improved functions. In conclusion, this therapeutic combination can mediate reduced tumour growth in different cancer types.

### *Elovl1*-deficient CD8^+^ T cells show a rewired lipid profile

ELOVL1 is one of seven enzymes that elongate VLCFAs. Together with ELOVL3 and ELOVL7, ELOVL1 generates saturated and monounsaturated VLCFAs, whereas ELOVL2 and ELOVL5 generate polyunsaturated VLCFAs^37^ (Fig. 4a). As shown by the in vitro RNA sequencing of sgNT and sg*Elovl1* OT-I T cells (performed 7 days after activation), *Elovl1* deletion did not cause any compensatory upregulation of the other *Elovl* family members (Extended Data Fig. 4a). Considering its role in fatty acid elongation, we next evaluated the lipid composition of in vitro-activated CD8^+^ T cells nucleofected with sgNT or sg*Elovl1* using unbiased lipidomics. This revealed a generalized change across various lipid species (Extended Data Fig. 4b). In particular, we observed fewer lipids containing VLCFAs with chain lengths between 22 and 26 carbons (C_22_–C_26_) and more lipids with shorter fatty acid chains (C_16_–C_18_) (Fig. 4b and Extended Data Fig. 4b), thus functionally validating *Elovl1* deficiency. Our lipidomic analysis also revealed an increase in important constituents of plasma membrane microdomains, including sphingomyelins, ceramides (Extended Data Fig. 4b) and total cholesterol (Fig. 4c) in sg*Elovl1* compared with control CD8^+^ T cells. An orthogonal method also confirmed the increase in total cholesterol (Fig. 4d). Considering the profound lipid rewiring occurring in *Elovl1*-deficient CD8^+^ T cells, we wondered whether lipid storage would be also altered. Flow cytometry analysis of the neutral BODIPY 493/503, a fluorescent lipid binding to intracellular lipid droplets (LDs), showed a similar quantity in both control and *Elovl1*-deficient CD8^+^ T cells (Extended Data Fig. 4c).

**Fig. 4:**
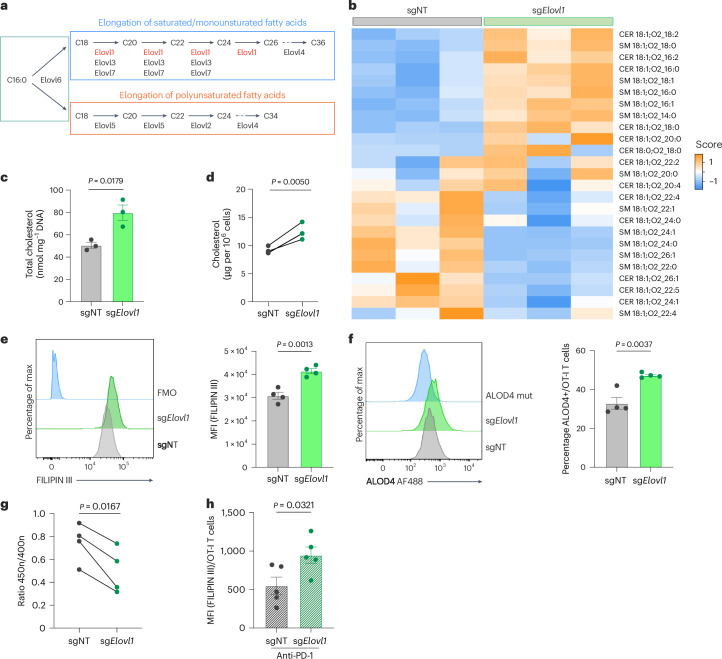
*Elovl1*-deficient CD8^+^ T cells show a rewired lipid profile and an increase in cholesterol levels. **a**, Schematics of ELOVL family activity. **b**,**c**, LS-MS lipidomics on in vitro sgNT and sg*Elovl1* OT-I T cells (*n* = 3). Heatmap representing the relative abundance of each specific lipids (**b**) and quantification of total cholesterol (**c**). **d**, Total cellular cholesterol quantification via Amplex Red cholesterol kit in in vitro sgNT or sg*Elovl1* OT-I T cells (*n* = 3). **e**, Membrane cholesterol quantification with FILIPIN III (*n* = 4). Representative histogram (left) and MFI quantification (right) in in vitro sgNT or sg*Elovl1* OT-I T cells. **f**, Flow cytometry quantification of plasma membrane cholesterol with AlexaFluor 647 conjugated ALOD4 in cultured sgNT and sg*Elovl1* OT-I T cells (*n* = 3). Representative histogram (left) and quantification (right). **g**, Flow cytometry quantification of the membrane fluidity using the fluorescent probe PDA in vitro in sgNT or sg*Elovl1* OT-I T cells. Data are shown as excimer/monomer ratio (450 nm/400 nm) (*n* = 4). **h**, Membrane cholesterol quantification with FILIPIN III (*n* = 5) in sgNT or sg*Elovl1* OT-I T cells infiltrating KPC_OVA tumours of mice treated with anti-PD-1. Data are presented as the mean ± s.e.m. Statistical significance was assessed by two-tailed unpaired (**c**,**e**,**f**,**h**) and paired (**g**,**d**) Student’s *t*-test. Source data

Elevated free cholesterol at the plasma membrane is of particular interest, as it was previously associated with stronger T cell receptor (TCR) signalling^38^ and with a more potent effector phenotype of intratumoural CD8^+^ T cells^39^. To assess whether sg*Elovl1* CD8^+^ T cells also increased cholesterol in the cell membranes, we used FILIPIN III, a probe that binds only to free cholesterol^40^, and an AF488-conjugated Anthrolysin O domain 4 (ALOD4) recombinant protein, staining selectively the cholesterol at the plasma membrane^41^. This showed higher free cholesterol levels in cultured *Elovl1*-deficient CD8^+^ T cells (Fig. 4e,f), resulting in reduced plasma membrane fluidity (Fig. 4g). Elevated free cholesterol was also maintained in sg*Elovl1* CD8^+^ T cells infiltrating KPC_OVA tumours of mice treated with anti-PD-1 (Fig. 4h). In conclusion, deletion of *Elovl1* results in reduced incorporation of VLCFAs in most lipid species and in an accumulation of free cholesterol.

### INSIG1 degradation and SREBP2 activation mediate cholesterol increase in *Elovl1*-deficient CD8^+^ T cells

To better understand which pathways were affected by the deletion of *Elovl1* in CD8^+^ T cells we interrogated our in vitro RNA sequencing dataset, which showed cholesterol biosynthesis as one of the top upregulated biological processes in sg*Elovl1* compared with sgNT CD8^+^ T cells (Fig. 5a and Extended Data Fig. 5a).

**Fig. 5:**
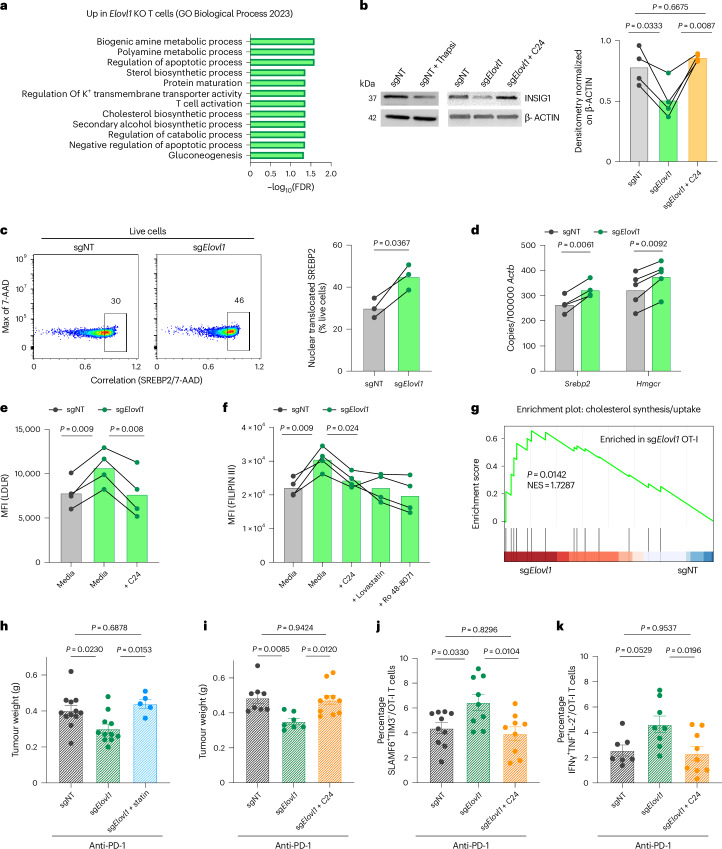
VLCFA reduction mediates INSIG1 instability and SREBP2 activation. **a**, Bulk-RNA sequencing analysis of biological process significantly upregulated in vitro in sg*Elovl1* (*n* = 2) compared with sgNT (*n* = 2) OT-I T cells on day 7 from activation (day of ACT). **b**, Representative western blot (left) and quantification (right) of INSIG1 in sgNT, sg*Elovl1* and sg*Elovl1* supplemented with 20 µM C24 OT-I T cells in vitro (*n* = 4) on day 5 from activation. **c**, Representative flow cytometry plots and quantification (correlation SREBP2/ 7-AAD) of SREBP2 nuclear translocation in sgNT or sg*Elovl1* OT-I T cells in vitro (*n* = 3) on day 5 from activation performed by BD FACSDiscover S8 Cell Sorter. **d**, *Srebp2* and *Hmgcr* expression assessed by RT–qPCR in vitro in sgNT or sg*Elovl1* OT-I T cells (*n* = 5) on day 5 from activation. **e**,**f**, in vitro flow cytometry quantification of LDLR (**e**) and FILIPIN III (**f**) in sgNT and sg*Elovl1* OT-I T cells ± lignoceric acid 20 µM (C24), 2 µM Lovastatin or 2 µM R0 48-8071 (*n* = 4) on day 5 from activation for 24 h. **g**, GSEA of cholesterol biosynthesis and uptake gene expression evaluated via bulk-RNA sequencing of sgNT (*n* = 3) or sg*Elovl1* (*n* = 3) OT-I T cells sorted from PDAC primary tumour of mice treated with anti-PD-1. **h**, Tumour weight on day14 post-KPC_OVA injection, of mice that received sgNT (*n* = 12), sg*Elovl1* (*n* = 11) or sg*Elovl1* pretreated with 2 µM Lovastatin (*n* = 5) OT-I T cells and treated with anti-PD-1. **i**, Tumour weight on day14 post-KPC_OVA injection, of mice that received sgNT (*n* = 8), sg*Elovl1* (*n* = 7) or sg*Elovl1* pretreated with 20 µM C24 (*n* = 10) OT-I T cells and treated with anti-PD-1 (two independent experiments). **j**,**k**, Flow cytometry quantification of SLAMF66^+^TIM3^−^ (**j**, Tpex) and IFNγ^+^TNF^+^IL-2^+^ (**k**, T polyfunctional) in sgNT, sg*Elovl1* or sg*Elovl1* pretreated with 20 µM C24 OT-I T cells infiltrating the primary tumour of KPC_OVA-bearing mice treated with anti-PD-1 (sgNT *n* = 10, sg*Elovl1* *n* = 9, sg*Elovl1* + C24 *n* = 9, two independent experiments). Data are presented as mean ± s.e.m. Statistical significance was assessed by paired (**c**,**d**) two-tailed Student’s *t*-test or one-way ANOVA (**b**,**f**,**h**–**k**). NES, normalized enrichment score. Source data

Diverse sources of free cholesterol could explain its increase, including de novo biosynthesis and augmented uptake from the extracellular milieu. In CD8^+^ T cells as well as other cell types, sterol regulatory element-binding protein 2 (SREBP2) is the main transcription factor regulating these pathways. The activation of SREBP2 begins with the degradation of insulin-induced gene 1 (INSIG1), which enables the translocation of the SREBP2 and cleavage activating protein (SCAP) complex from the endoplasmic reticulum (ER) to the Golgi apparatus. There, a protease cleaves SREBP2, leading to its nuclear translocation. In yeast it has been demonstrated that an accumulation of saturated VLCFAs in the ceramides of the ER membrane prevents the ER-associated protein degradation (ERAD) complex from degrading INSIG1, thus leading to cholesterol shortage^42^. We measured INSIG1 protein levels through western blot analysis. Twenty-four hours following the genetic deletion of *Elovl1*, CD8^+^ T cells displayed markedly reduced INSIG1 levels compared with control cells. This reduction was similar to the effect observed in sgNT T cells treated with thapsigargin, a known inducer of ER-associated degradation (Fig. 5b). However, the supplementation of lignoceric acid (C24:0) to *Elovl1*-deficient T cells prevented INSIG1 degradation, suggesting that saturated VLCFAs play a role in regulating INSIG1 also in mammals (Fig. 5b).

In line with degraded INSIG1, *Elovl1*-deficient CD8^+^ T cells showed an increase in SREBP2 nuclear translocation (Fig. 5c and Extended Data Fig. 5b) and messenger RNA expression (Fig. 5d). We also confirmed higher expression levels in sg*Elovl1* CD8^+^ T cells of SREBP2 target genes HMG-CoA Reductase (*Hmgcr*), a rate-limiting cholesterol biosynthesis enzyme (Fig. 5d), and of the low-density lipoprotein receptor (LDLR) on the plasma membrane, important for cholesterol uptake (Fig. 5e). As for INSIG1, supplementation in the culture medium of C24:0, rescued the loss of *Elovl1*, with LDLR and free cholesterol levels normalizing to those found in control CD8^+^ T cells (Fig. 5e,f). Similar results were obtained when blocking cholesterol synthesis by using the HMGCR inhibitor lovastatin, or using Ro 48-8071, targeting 2,3-oxidosqualene cyclase (OSC), a distal enzyme in cholesterol biosynthesis (Fig. 5f). The cholesterol synthesis/uptake pathway was also enriched in the in vivo bulk-RNA sequencing analysis of sg*Elovl1* versus sgNT OT-I T cells isolated 7 days post-ACT, from PDAC primary tumours of mice treated with anti-PD-1 (Fig. 5g and Extended Data Fig. 5c).

Last, to confirm a direct role of VLCFAs and cholesterol in the phenotype modulations occurring in *Elovl1*-deficient CD8^+^ T cells, we performed ACT of sg*Elovl1* OT-I T cells pretreated with lignoceric acid or lovastatin in KPC_OVA tumour-bearing mice and treated them with anti-PD-1. Pretreatment with C24:0 or lovastatin prevented the beneficial effect mediated by *Elovl1* deletion on tumour growth control (Fig. 5h,i). Accordingly, upon lignoceric acid pretreatment, Tpex differentiation and polyfunctionality were also normalized to the level of sgNT CD8^+^ T cells (Fig. 5j,k), whereas the expression levels of TIGIT and CD39, both exhaustion markers, remained unchanged (Extended Data Fig. 5d,e).

In conclusion, saturated VLCFAs contribute to the stabilization of INSIG1, preventing cholesterol accumulation and hampering CD8^+^ T cell functions.

### *Elovl1* inhibition enhances TCR signalling and T cell activation

Elevated cholesterol in the plasma membrane has been reported to increase TCR clustering, leading to stronger TCR signalling and more potent antitumoural activity^38,39^. As upon *Elovl1* inactivation, we observed more membrane cholesterol and, both in vitro and in vivo RNA sequencing showed an upregulated T cell activation process compared with control CD8^+^ T cells (Figs. 5a and 6a,b), we next analysed this pathway. For this purpose, we took advantage of a known ELOVL1-specific inhibitor^43^, here referred to as C3. We first ran unbiased lipidomics on activated WT and C3-treated CD8^+^ T cells, which confirmed similar lipid modulations to the ones occurring upon *Elovl1* genetic deletion (Extended Data Fig. 6a). Next, we exploited direct stochastic optical reconstruction microscopy (dSTORM) to determine whether the lipid changes occurring upon ELOVL1 inhibition would impact TCR clustering and, as a consequence, its signalling. To do so we treated with C3 or /dimethylsulfoxide (DMSO) as control, naive CD8^+^ T cells for 6 h, when upregulation of free cholesterol was already detectable (Fig. 6c). Imaging of CD3, a component of the TCR complex, at single-molecule resolution, revealed that C3 treatment enhanced the clustering without affecting the total number of CD3 localizations at the plasma membrane (Fig. 6d–f). Moreover, activation with anti-CD3/anti-CD28 of naive CD8^+^ T cells pretreated 6 h with C3, resulted in more phosphorylation of LCK, ZAP70 and ERK1/2, the main mediators of TCR signalling cascade (Fig. 6g,h), and increased proliferation compared with nontreated CD8^+^ T cells (Fig. 6i–k and Extended Data Fig. 6b,c). Forty-eight hours after activation, when increased proliferation became evident, ELOVL1-inhibited CD8^+^ T cells still showed a significant increase of free cholesterol (Fig. 6l), along with a higher expression of the activation marker CD69 and the proliferation marker CD25 (Fig. 6m). Elevated free cholesterol and proliferation were also confirmed in naive CD8^+^ T cells isolated from human PBMCs, which were pretreated with C3 and activated with anti-CD3/anti-CD28, supporting the translatability of ELOVL1 targeting (Extended Data Fig. 6d–f). Stronger T cell activation was further validated in OT-I T cells genetically depleted for *Elovl1*. Upon 5 h of in vitro re-stimulation with KPC_OVA cancer cells, sg*Elovl1* OT-I T cells enhanced the release of cytotoxic granules compared with control OT-I T cells, as shown by higher exposure at the cell surface of CD107a, a surrogate marker of T cell degranulation and an indication of a stronger antigen recognition (Fig. 6n).

**Fig. 6:**
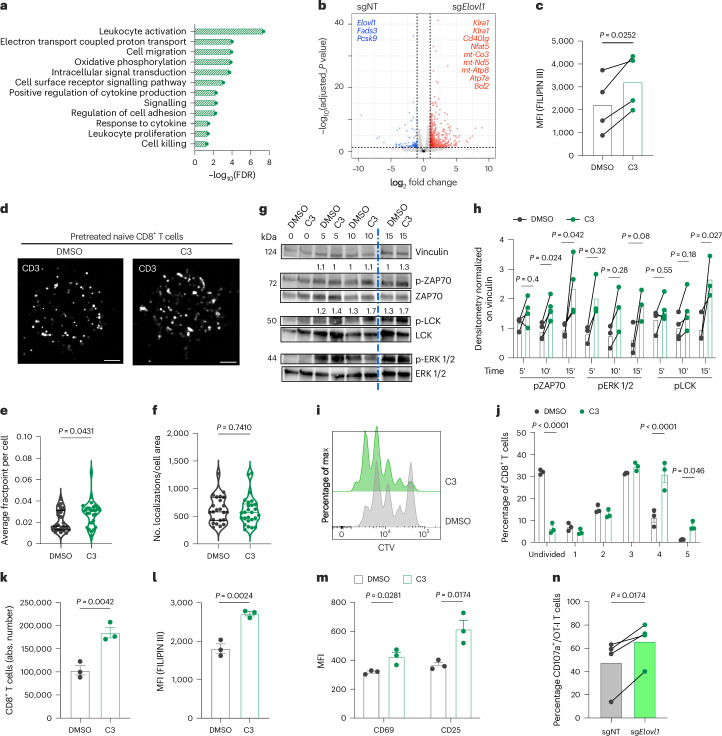
*Elovl1*-deficient CD8^+^ T cells present stronger TCR signalling and activation. **a**, Bulk-RNA sequencing analysis of biological process significantly upregulated in vivo in sg*Elovl1* compared with sgNT OT-I sorted, 7 days after ACT, from PDAC primary tumour of mice treated with anti-PD-1 (sgNT *n* = 3; sg*Elovl1* *n* = 3). **b**, Volcano plot of differentially expressed genes obtained by bulk-RNA sequencing of sgNT or sg*Elovl1* OT-I T cells sorted, 7 days after ACT, from PDAC primary tumour of mice treated with anti-PD-1 (sgNT *n* = 3; sg*Elovl1* *n* = 3). **c**, In vitro flow cytometry quantification of FILIPIN III in naive CD8^+^ T cells 6 h after treatment with DMSO or C3 (ELOVL1 inhibitor) (*n* = 4). **d**,**e**, Representative reconstructed dSTORM images (scale bar, 1 µm) (**d**) and mean fraction of clustered localizations (fractpoint) (**e**) in DMSO- and C3-treated naive murine CD8^+^ T cells (DMSO *n* = 22; C3 *n* = 26; four independent experiments). **f**, Quantification of total number of single localizations acquired per cell via dSTORM and normalized on cell area in DMSO- and C3-treated naive murine CD8^+^ T cells (DMSO *n* = 22; C3 *n* = 26; four independent experiments). **g**,**h**, Representative western blot (**g**) and quantification (**h**) of the main mediator of TCR signalling in naive CD8^+^ T cells pretreated for 6 h with DMSO or C3 and then activated with anti-CD3/anti-CD28 antibodies (*n* = 4, four independent experiments). The blue line indicates samples of the same experiment loaded on a separate gel (**g**). **i**–**k**, Representative flow cytometry graph of cell trace violet (CTV) dilution (**i**), quantification of cell in each division (**j**) and absolute count (**k**) of CD8^+^ T cells treated with DMSO or C3 and stimulated with anti-CD3/anti-CD28 activation beads (*n* = 3). **l**,**m**, Flow cytometry quantification of FILIPIN III (**l**), CD69 and CD25 (MFI) (**m**) in wild-type (WT) CD8^+^ T cells treated or not with C3, at 48 h post-activation with anti-CD3/anti-CD28 beads (*n* = 3). **n**, Flow cytometry quantification of CD107a^+^ sgNT or sg*Elovl1* OT-I T cells upon 5 h in vitro re-stimulation via KPC_OVA co-culture (*n* = 4, three independent experiments) at day 7 from activation. Data are presented as the mean ± s.e.m. Statistical significance was assessed by a paired (**c**,**h**,**n**) or unpaired (**e**,**f**,**j**–**m**) two-tailed Student’s *t*-test. Source data

Altogether, these data show that ELOVL1 inhibition favours TCR clustering and signalling, leading to improved T cell activation and proliferation.

### *Elovl1* deletion rewires CD8^+^ T cells metabolism and sustains a memory phenotype

Mitochondria are crucial for high-energy-demand processes, including proliferation and antitumoural activity of cytotoxic T cells^44^, both of which are enhanced following *Elovl1* deletion. Therefore, we investigated mitochondrial morphology and function. In vitro, confocal imaging of activated sg*Elovl1* T cells showed more elongated mitochondria with significantly higher volume and lower fragmentation compared with sgNT CD8^+^ T cells (Fig. 7a,b and Extended Data Fig. 7a). Elongated mitochondria are often associated with better functionality^44,45^. Quantification of oxygen consumption rate (OCR) via Seahorse assay confirmed higher mitochondrial respiration in sg*Elovl1* compared with sgNT CD8^+^ T cells (Fig. 7c and Extended Data Fig. 7b). This was corroborated by significantly more respiratory chain complexes in *Elovl1*-deficient compared with control CD8^+^ T cells measured at protein (Fig. 7d) and RNA levels both in vitro and in vivo (Fig. 6b and Extended Data Fig. 5a). Similar results were obtained in in vitro-activated human CD8^+^ T cells treated with C3 or DMSO (Extended Data Fig. 7c,d). Higher mitochondrial functionality was also validated in vivo in sg*Elovl1* OT-I T cells infiltrating KPC_OVA primary tumour of mice treated with anti-PD-1 via MitoTracker staining and at the RNA level via gene set enrichment analysis (GSEA) of oxidative phosphorylation (Fig. 7e,f).

**Fig. 7:**
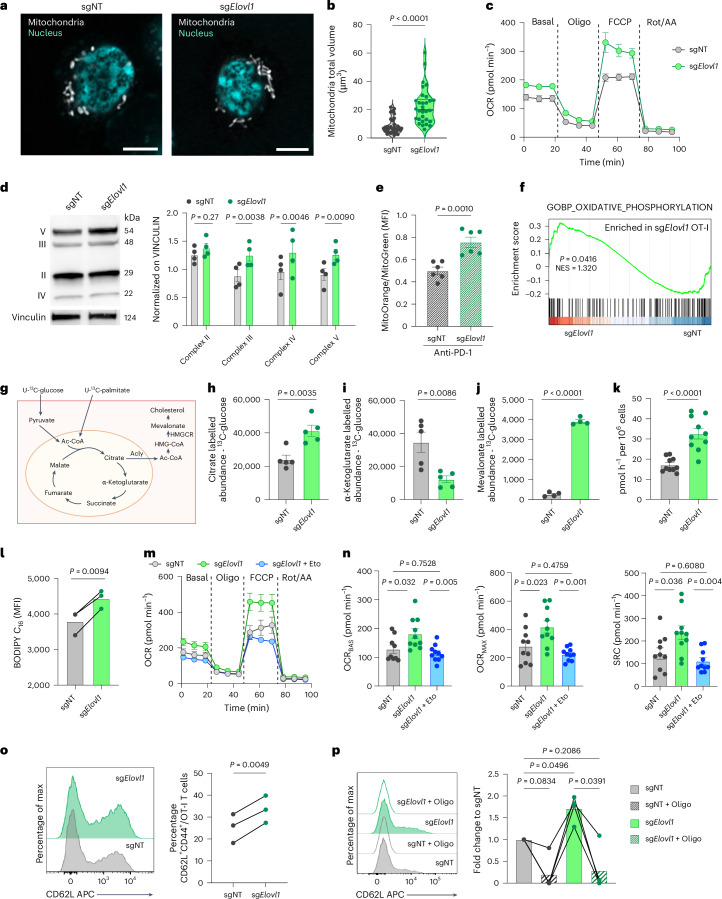
*Elovl1*-deficient CD8^+^ T cells increase mitochondrial functionality and are prone to memory differentiation. **a**,**b**, Representative images (scale bar, 5 µm, **a**) and mitochondria total volume quantification (**b**) in sgNT (*n* = 32) or sg*Elovl1* (*n* = 31) OT-I cells in vitro at day 7 (two independent experiments). **c**, Representative OCR of sgNT and sg*Elovl1* OT-I T cells in vitro at day 7 (*n* = 3, five technical replicates). **d**, Representative western blot and quantification of respiratory chain complexes in sgNT and sg*Elovl1* OT-I cells in vitro at day 7 (*n* = 4). **e**, Quantification of mitochondria function in sgNT and sg*Elovl1* OT-I cells infiltrating KPC_OVA primary tumour or mice treated with anti-PD-1. The ratio indicates mitochondrial potential normalized on mass (*n* = 6; two independent experiments). **f**, GSEA of oxidative phosphorylation evaluated via bulk-RNA sequencing of sgNT (*n* = 3) and sg*Elovl1* (*n* = 3) OT-I cells sorted, 7 days after ACT, from PDAC primary tumour of mice treated with anti-PD-1. **g**, Schematic of the ^13^C-glucose and ^13^C-palmitate tracing experiment with individual supplementation of each. **h**–**j**, Abundance of total ^13^C-labelled cellular citrate (**h**) α-ketoglutarate (**i**) and mevalonate (**j**) derived from ^13^C-glucose in sgNT or sg*Elovl1* OT-I T cells in vitro (*n* = 5). **k**, ^14C^C_2_O release from the conversion of [^14^C6] glucose-derived pyruvate to acetyl-CoA in sgNT and sg*Elovl1* OT-I cells in vitro at day 7 f (*n* = 5 two technical replicates). **l**, Flow cytometry quantification of Bodipy FL C_16_ uptake by sgNT and sg*Elovl1* OT-I cells (*n* = 3) at day 7. **m**,**n**, Representative OCR profile of sgNT, sg*Elovl1* or sg*Elovl1* OT-I pretreated for 1 h with 5 µM etomoxir in vitro at day 7 (**m**) and quantification of basal (OCR_BAS_), maximal (OCR_MAX_) and spare respiratory capacity (SRC) (**n**) (two independent experiments). **o**, Representative flow cytometry histogram and quantification of CD62L^+^ CD44^+^ (Tcm) in sgNT and sg*Elovl1* OT-I cells upon in vitro differentiation (*n* = 3, three independent experiments). **p**, Representative flow cytometry histogram and quantification of CD62L^+^CD44^+^ (Tcm) in sgNT and sg*Elovl1* OT-I cells, pretreated overnight with 1 µM oligomycin or DMSO, upon 48 h in vitro co-culture with KPC_OVA (*n* = 4, three independent exp). Data are presented as the mean ± s.e.m. Statistical significance was assessed by paired (**l**,**o**,**p**) or unpaired (**b**,**d**,**e**,**h**–**k**) two-tailed Student’s *t-*test and one-way ANOVA (**n**). Source data

Considering the lipid and metabolic rewiring occurring upon *Elovl1* inhibition, we next exploited uniformly ^13^C-labelled glucose and palmitate (Fig. 7g) to fully characterize glucose and fatty acid metabolism, respectively. We observed that *Elovl1* deletion increased glucose incorporation into citrate (Fig. 7h). In the cytoplasm, citrate can be converted into acetyl-CoA by ATP citrate lyase (ACLY), providing a building block for cholesterol production. Accordingly, we observed higher *Acly* expression in sg*Elovl1* CD8^+^ T cells (Extended Data Fig. 7e). Additionally, reduced levels of glucose-derived tricarboxylic acid (TCA) intermediates α-ketoglutarate, succinate and malate (Fig. 7i and Extended Data Fig. 7f,g) were measured, along with an increased level of mevalonate (Fig. 7j), in line with the higher *Hmgcr* expression seen in sg*Elovl1* T cells (Fig. 5d). Consistent with higher citrate levels, we detected a slight increase in ^13^C-glucose-derived pyruvate (Extended Data Fig. 7h) and, by using radioactively labelled glucose, we confirmed that sg*Elovl1* CD8^+^ T cells convert more pyruvate to acetyl-CoA (Fig. 7k). Unlike with glucose, ^13^C-palmitate-derived citrate and α-ketoglutarate were both more abundant in sg*Elovl1* compared with control T cells (Extended Data Fig. 7i,j), suggesting that, in this step, palmitate-derived TCA intermediates are retained in the mitochondria. These findings were corroborated by the increased uptake of palmitate detected in sg*Elovl1* T cells (Fig. 7l) and by the ability of etomoxir, an inhibitor of carnitine palmitoyl transferase 1A (CPT1A), rate-limiting enzyme of palmitate oxidation, to normalize OXPHOS levels of sg*Elovl1* T cells to the ones of control cells (Fig. 7m,n). Altogether these findings prove that *Elovl1*-deficient CD8^+^ T cells oxidize glucose to sustain the production of cholesterol in the cytoplasm and use palmitate to replenish TCA cycle intermediates.

Considering that memory-like T cells rely on higher oxidative respiration and fatty acid uptake^46^, we then investigated whether *Elovl1*-deficient CD8^+^ T cells, due to their metabolism, were more prone to generate memory T cells. To this end, we genetically deleted *Elovl1* in in vitro-activated CD8^+^ T cells and cultured them only in the presence of IL-7 and IL-15, a cytokine combination driving memory phenotype (Extended Data Fig. 7k). Three days later, we observed that sg*Elovl1* CD8^+^ T cells had a higher percentage of central memory-like T cells (CD62L^+^CD44^+^) compared with sgNT T cells (Fig. 7o), in line with the in vivo observations. Similar results were obtained also when CD8^+^ T cells were treated with C3 (Extended Data Fig. 7l). Increased memory differentiation was further validated upon in vitro re-stimulation of OT-I T cells genetically depleted for *Elovl1*. After 2 days of co-culture with KPC_OVA cancer cells, sg*Elovl1* OT-I T cells presented a higher percentage of CD44^+^CD62L^+^ memory-like T cells, whereas inhibition of mitochondrial respiration through oligomycin pretreatment, completely abrogated their memory differentiation (Fig. 7p).

Together, these data indicate that *Elovl1* inhibition mediates a profound metabolic rewiring that primes T cells to differentiate more toward a memory-like phenotype.

## Discussion

T cell-based therapies, including T and CAR T cell transfer, have great therapeutic potential but are still confined in their use. To overcome this, CRISPR loss-of-function screens have been used to identify genes (metabolic and nonmetabolic), involved in memory/effector differentiation, driving T cell exhaustion and enhancing CAR T cell fitness in the TME^16,47,48^. These studies mostly focused on models of melanoma, breast cancer and glioblastoma, disregarding other cancer types and metastatic niches. Moreover, several therapies including immunotherapy are more effective against primary tumours than metastatic lesions, due to resistance mechanisms or the activation of alternative pathways^49,50^. Hereby, we exploited an orthotopic clinically relevant model of PDAC to perform an in vivo CD8^+^ T cell screening and collected, together with the primary tumour, also the metastatic sites (peritoneal metastasis, liver and lung) and lymphoid organs, aiming to uncover targets conferring an improved T cell persistence and fitness also in the metastatic niches.

ICB-based therapies have revolutionized cancer treatment. Among them, anti-PD-1 is used to reinvigorate T cell function in solid tumours, where constant antigen exposure and an unfavourable microenvironment induce T cell progression into exhausted states^48,51^. Notably, PD-1 blockade also rewires T cell metabolism, inducing glycolysis to sustain fast proliferation and differentiation into short-lived effector CD8^+^ T cells^18^. As T cell phenotypic states rely on distinct metabolic programmes, the metabolic pressure imposed by specific TMEs^52^ and concomitant therapies need to be considered when investigating ways to improve T cell fitness^53^. For these reasons, we performed the in vivo screens in the presence of anti-PD-1 therapy to identify possible synergism and achieve greater results.

In vivo CD8^+^ T cell CRISPR screens, typically quantify T cell infiltration, which is not always correlated with improved functionality. This highlights the need for adjunct functional studies exploiting other omics^54,55^. Based on the above criteria, our initial multi-organ in vivo CRISPR screen identified 83 significantly enriched genes that underwent a refinement screening. The CRISPR technology was combined with scRNA-seq (CROP-seq) to unveil the transcriptomic profile, and therefore the phenotypes, acquired in vivo upon each T cell metabolic alteration. This high-throughput technique allowed us to select targets for their ability to sustain T cell proliferation, effector function and memory differentiation, while counteracting exhaustion.

These platforms highlighted *Elovl1* as a particularly appealing target to favour proliferation, effector and memory functions in synergy with anti-PD-1 treatment. Of note, *Elovl1*, which was enriched in the liver in the initial screening, proved to be a highly efficient target to combat primary tumour and peritoneal metastasis, supporting the relevance of our multi-dimensional approach in identifying promising targets with enhanced systemic fitness. Collectively, our single-cell screening platform offers the opportunity to discover targets promoting specific CD8^+^ T cell phenotypes.

*Elovl1* has been widely studied in brain diseases such as adrenoleukodystrophy and certain tumour types as an unfavourable prognostic marker^56–58^. However, its role in CD8^+^ T cells in the context of cancer or other diseases is unknown. We showed that CD8^+^ T cells enhanced *Elovl1* expression during proliferation, whereas naive and differentiated cells downregulate it. The need of proliferating cells for lipids to sustain membrane formation during division could explain the increase in *Elovl1* expression. However, the observation that *Elovl1* inhibition hampers T cell proliferation, suggests that *Elovl1* might work as a metabolic checkpoint to control excessive T cell activation and function. Here, we confirmed that *Elovl1* targeting decreases saturated/monounsaturated VLCFAs incorporated in many lipid species, including sphingomyelins and ceramides. Previous studies in yeast have shown that INSIG1 can be anchored in the ER membrane due to the accumulation of saturated VLCFAs^42^, while in mammals, polyunsaturated fatty acids (PUFAs) have been shown to stabilize ubiquitinated INSIG1, delaying its degradation^59^. Here, we established a connection between saturated VLCFAs and the stabilization of INSIG1. Accordingly, *Elovl1*-deficient CD8^+^ T cells exhibit increased activation of SREBP2, which boosts both cholesterol synthesis (through HMGCR) and uptake (via LDLR), ultimately leading to the accumulation of free cholesterol (Extended Data Fig. 8). Sphingomyelins and ceramides, together with cholesterol, are the main components of the plasma membrane and have been reported to interact and form membrane microdomains^60,61^. Increments of free cholesterol in the plasma membrane have been shown to mediate higher T cell activation and proliferation, by favouring TCR clustering in microdomains^62^. Alongside, also LDLR expression in the membrane of CD8^+^ T cells plays a pivotal role by sustaining TCR recycling and signalling^63^. Therefore, ways to augment free cholesterol accumulation such as inhibition of cholesterol esterase (ACAT1) or sustaining LDLR activity by blocking tumour cell-derived proprotein convertase subtilisin/kexin type 9 (PCSK9), proved to be effective in potentiating CD8^+^ T cell activity in tumours^38,39,63^. In line with this, we observed that in vitro pharmacological inhibition of ELOVL1 in naive CD8^+^ T cells augmented free cholesterol pool accumulation at the plasma membrane, which favoured TCR complex clustering and signalling, leading to enhanced activation and proliferation. This was accompanied by increased expression of activation markers such as CD69 and CD25. In vivo *Elovl1*-deficient CD8^+^ T cells, due to their stronger activation, expressed higher levels of co-inhibitory modules including PD-1, TIGIT and TIM-3. Although known for their role in CD8^+^ T cell response contraction^64,65^, more studies are showing that co-inhibitory molecules can also reflect their activation and effector states, if accompanied by a sustained cytotoxic functionality^66^. Additionally, TIM-3 can also identify Tpex transitioning to an effector state^67^. Considering that solid tumours are characterized by a high infiltration of immunosuppressive cells expressing checkpoint molecules such as PD-L1/PD-L2 (refs. ^68–70^), we showed that *Elovl1*-deficient CD8^+^ T cells particularly benefit from anti-PD-1 treatment and synergize with it to unleash their potentiated antitumoural activity, thus mediating tumour reduction.

Nutrient deprivation and toxic metabolites in the TME can reprogramme CD8^+^ T cell metabolism and induce their exhaustion. Lipids, among other nutrients, are essential membrane components and signal transducers that can promote or inhibit T cell functions. During tumour progression, long-chain fatty acids and VLCFAs are often accumulated in the TME, along with glucose deficiency.

In this microenvironment, T cells need a switch to fatty acid oxidation (FAO), consisting in the catabolism of long-chain fatty acids to sustain their energy requirements. Previous studies showed that enhancing FAO by engaging PPAR-α^71^ or by restricting glycolysis^72^ can augment T cell antitumoural activity.

On the contrary accumulation of long-chain fatty acids or sustained fatty acid synthesis through acetyl-CoA carboxylase can impede FAO, thus leading to T cells dysfunction^73,74^. Moreover, uptake and accumulation of VLCFAs and cholesterol in intracellular LDs, is deleterious for CD8^+^ T cells, leading to enhanced lipid peroxidation and ferroptosis^73,75,76^.

Here we show that the deletion of *Elovl1* potentiates mitochondrial OXPHOS as a source of energy. Accordingly, these cells increase their palmitate uptake and utilization, while avoiding accumulation as suggested by similar triglycerides and LD quantification. On the other hand, they shift glucose usage to sustain cholesterol synthesis.

ACT approaches, including CAR T cell therapy, showed poor efficacy in solid tumours due to their limited persistence and fast differentiation into dysfunctional and exhausted states. It has been proposed that the persistence of infused T cells is higher when cells retain memory-like phenotypes and can sustain proliferation in the harsh TME^47,77–80^. With our approach, we unveil a metabolic target that, by synergizing with anti-PD-1, potentiates CD8^+^ T cell proliferation and effector functions while retaining a memory phenotype, crucial for their long-term maintenance. Considering that we manipulated antigen-specific T cells (OT-I and Pmel-1), genetic deletion of *Elovl1* could be applied to CAR T directed against solid tumour antigens, to sustain their persistence and at the same time sensitize the tumour to ICB treatment.

In conclusion, by employing a functional metabolic survey in vivo, we identified *Elovl1* as a metabolic checkpoint in CD8^+^ T cells. We demonstrated that manipulation of *Elovl1* in CD8^+^ T cells increases the incorporation of saturated long-chain fatty acids (C_14_–C_18_) in most of the lipid species including sphingomyelins and ceramides, and favours INSIG1 degradation, thus inducing SREBP2 activation. Augmented cholesterol levels lead to stronger TCR signalling and proliferation. Alongside a profound lipid rewiring *Elovl1* deficiency promotes FAO and mitochondrial fitness, which sustain memory differentiation. in vivo*, Elovl1* deletion and ICB therapy synergize to overcome immunotherapy resistance in PDAC and melanoma preclinical models (Extended Data Fig. 8).

### Limitations of study

In this work, we identified ELOVL1 as a metabolic checkpoint promoting the reprogramming of cellular metabolism, and leading to increased fitness and tumour control in synergy with anti-PD-1.

For feasibility reasons, the initial screening identifying *Elovl1* was conducted by introducing ovalbumin in the cancer cells, which is a non-endogenous antigen. Moreover, only genetic ablation of *Elovl1* was tested for ACT, whereas the long-term effect of pharmacologically inhibited CD8^+^ T cells was not explored.

We provided dSTORM imaging of CD3 clustering in naive CD8^+^ T cells upon ELOVL1 pharmacological inhibition. However, to dissect how *Elovl1* loss alters microdomain functions and TCR signalling, considerable mechanistic studies will be required, involving further single-molecule imaging and lipidomics on isolated plasma membranes.

Our study focuses on the role of ELOVL1 in the CD8^+^ T cell compartment. Further work is required to investigate the role of ELOVL1 in other cell populations. This might give more indications on the possible use of systemic pharmacological ELOVL1 inhibition, as a promising therapeutic strategy.

Finally, given the paucity of available biopsies from patients with PDAC under anti-PD-1 treatment, we could not validate the role of ELOVL1 in human PDAC cohorts and therefore relied on a dataset of patients with melanoma, where anti-PD-1 is a first-line treatment.

## Methods

### Experimental model and study participants details

#### Cell lines

The KPC pancreatic cell line used in this study (FC1245) was kindly provided by the laboratory of D. A. Tuveson and was derived from spontaneous tumours arising in the KPC (Kras^LSL.G12D/+^; p53^R172H/+^; Pdx: CreTg^/+^) pancreatic cancer mouse model. An OVA-expressing KPC cell line was established by stable transduction of the parental cell line with a lentiviral vector harbouring the expression cassette of the ovalbumin (OVA)_257–264_ immunogenic ‘SIINFEKL’ peptide and was maintained in DMEM (Thermo Fisher) with 10% FBS (Gibco), 1% penicillin–streptomycin (pen/strep; Gibco), 1% sodium pyruvate (Gibco) and geneticin (G418, InvivoGen).

The B16F1 melanoma cell line was originally obtained from the American Type Culture Collection (ATCC) (CRL-6323) and maintained in complete RPMI 1640 + Glutamax medium (Thermo Fisher) containing 10% FBS (Gibco), 100 IU ml^−1^ penicillin and 100 μg ml^−1^ streptomycin (Gibco). HEK293 cells were obtained from ATCC (CRL-1573) and cultured in DMEM supplemented with 10% FBS, 100 U ml^−1^ pen/strep and 2 mmol l^−1^ glutamine (Gibco). Cells were cultured at 37 °C and 5% CO_2_. All the cell lines were passaged in the laboratory for no longer than ten passages after receipt and tested for *Mycoplasma* by PlasmoTest-Mycoplasma Detection kit (InvivoGen) every 6 months.

#### Primary cell culture

Mouse T cells were freshly isolated from spleens of both male and female mice between 6 and 10 weeks of age.

For human studies, T cells were isolated from buffy coats of healthy male and female volunteers aged between 25 and 65 years provided by Red Cross Donor Center Mechelen, Belgium (institutional approval S68611) (anonymized). Donors provided written consent.

#### Mice

OT-I:Rosa26-Cas9 mice (C57BL/6J background) were generated by intercrossing Rag2/OT-I mice with Rosa26-Cas9 knock-in mice, which constitutively express the Cas9 nuclease. OT-I mice express an αβ TCR recognizing ovalbumin peptide residues 257–264 (OVA_257–264_) in the context of H2-K^b^.

Rosa26-Cas9 immunocompetent mice (C57BL/6J background) and C57BL/6J wild type (WT) were used as recipient mice and were inoculated with KPC_OVA, KPC or B16F1 cells.

Pmel-1 mice (C57BL/6J background) express an αβ TCR recognizing human and mouse gp100_25–33_ epitope presented on H2-D^b^. All mice used were between 6–12 weeks old, without specific sex selection. In all experiments, mice were randomly assigned to the different experimental groups, to have a similar weight average and s.d. Mice were maintained under pathogen-free, temperature- and humidity-controlled conditions under a 12-h light–dark cycle and received normal chow (ssniff R/M-H). A humane end point was reached with 20% of body weight loss or 1,500 mm^3^ tumour size. The maximal tumour burden was never exceeded. Killing was performed by cervical dislocation or CO_2_. Housing conditions and all experimental animal procedures were approved by the Animal Ethics Committee of the KU Leuven (P226/2017) and the Landesverwaltungsamt and LANUV (81-02.04.2020.A355), NRW, Germany. The phenotypes were observed indiscriminately in male and female mice. No sex-related issues applied to this work.

### Method details

#### CD8^+^ T cell isolation and culture

For lentiviral transduction CD8^+^ T cells were prepared as follows: spleen and lymph nodes (four superficial cervicals, two axillary and two branchial, two inguinal and two lumbar) were isolated from OT-I:Rosa26-Cas9 mice. The organs were then mechanically dissociated in a 70-μm cell strainer. Red blood cells were lysed in Red Blood Cell Lysing Buffer (Sigma-Aldrich), incubated for 2 min at 37 °C, washed and filtered through a 40-μm cell strainer. CD8^+^ T cells were isolated using the mouse CD8^+^ T cells Isolation kit (MojoSort) according to the manufacturer’s guidelines. Isolated T cells were cultured for 24 h in T cell medium (RPMI 1640 (Thermo Fisher), 10% of FBS (Gibco), 1% pen/strep (Gibco), 0.1% 2-mercaptoethanol (Gibco), 1% Non-Essential Amino Acids Solution (Gibco) and 1% sodium pyruvate (Gibco)) with a 1:1 ratio of Mouse T-Activator CD3/CD28 Dynabeads (Thermo Fisher Scientific). For the following 2 days, activated CD8^+^ T cells were expanded in T cell medium supplemented only with 10 ng ml^−1^ mIL-2, 5 ng ml^−1^ mIL-7 and 5 ng ml^−1^ mIL-15 (all from PeproTech), and used for lentiviral transduction.

For nucleofection OT-I T cells were prepared as follows: spleen and lymph nodes were isolated from OT-I mice and processed as described above. Total splenocytes and lymphocytes were resuspended in T cell medium added with 1 μg ml^−1^ OVA257–264 peptide in the presence of 10 ng ml^−1^ mIL-2, 5 ng ml^−1^ mIL-7 and 5 ng ml^−1^ mIL-15 for 3 days, then used for nucleofection. For nucleofection, Pmel-1 T cells were isolated from spleens collected from Pmel-1 TCR-transgenic mice as described above, resuspended in T cell medium supplemented with IL-2, seeded at 10^6^ per ml onto an anti-CD3/CD28 (BioLegend; 1 μg ml^−1^) coated six-well plate for 3 days and then used for nucleofection.

#### CD8^+^ T cell lentiviral transduction

CD8^+^ T cells were transduced with the vector of choice on day 2 post-isolation, by adding to the medium 10 µg ml^−1^ protamine sulfate (Sigma-Aldrich), 10 ng ml^−1^ mIL-2, 5 ng ml^−1^ mIL-7 and 5 ng ml^−1^ mIL-15 and the proper volume of concentrated lentivirus to have a multiplicity of infection of 80–100. The cells were then expanded for 5 days in T cell medium supplemented with 10 ng ml^−1^ mIL-2, 5 ng ml^−1^ mIL-7 and 5 ng ml^−1^ mIL-15 to provide time for sgRNA expression. Transduction with the libraries was performed on a total of >2 × 10^7^ Cas9 OT-I T cells to achieve an initial library coverage of >2,000×.

#### CD90.1^+^ OT-I T cell isolation

Transduced CD90.1^+^ OT-I T cells were selected via magnetic positive selection using CD90.1 MicroBeads (Miltenyi Biotech) and LS magnetic columns (Miltenyi Biotech), according to the manufacturer’s instructions. CD90.1 isolation was performed 4 days post-transduction, immediately before ACT. An aliquot of the cells was taken before and after the isolation for FACS analysis to determine the efficiency of transduction and the purity of the isolated CD90.1^+^ OT-I T cell population.

#### CD8^+^ T cell nucleofection

The validation of the screening was performed with the use of electroporation^81^. Splenocytes and lymphocytes were isolated, activated and cultured as described above. The nucleofection was performed 3 days after OT-I T or Pmel-1 T cells isolation. For this purpose, the Alt-R CRISPR-Cas9 RNA (Alt-R crRNA, IDT) of choice and the Alt-R trans-activating crRNA (Alt-R tracRNA, IDT) were mixed in equimolar concentrations to have a final duplex concentration of 50 µM and the annealing was performed as follows: 95 °C 5 min; 90 °C 2 min; 85 °C 2 min; 80 °C 2 min; 75 °C 2 min; 70 °C 2 min; 65 °C 2 min; 60 °C 2 min; 55 °C 2 min; 50 °C 2 min; 45 °C 2 min; 40 °C 2 min; 35 °C 2 min; 30 °C 2 min; 25 °C inf. RNP complexes were then generated by incubating duplex RNA with the Cas9 enzyme in a 3:1 ratio at room temperature for 20 min. OT-I or Pmel-1 T cells were collected, washed twice in PBS and resuspended at a concentration of 1 × 10^8^ per ml in P4 Nucleofector solution (P4 Primary Cell 4D-Nucleofector X kit L, Lonza). Then, 1 × 10^7^ OT-I or Pmel-1 T cells were incubated with the RNP complex at /room temperature for 2 min, transferred to the cuvette (P4 Primary Cell 4D-Nucleofector X kit L, Lonza) and electroporated with the programme CM137 on a 4D-Nucleofector System (Lonza). The cells were then collected and maintained in culture at a concentration of 0.5–2 × 10^6 ^T cell medium added with 10 ng ml^−1^ mIL-2, 5 ng ml^−1^ mIL-7 and 5 ng ml^−1^ mIL-15 for the next 3 days, when they were used for ACT or in vitro assays.

#### In vivo screenings

KPC_OVA murine cells were detached with 0.25% Trypsin-EDTA (Gibco), collected in PBS (Gibco) and counted. Then, 1 × 10^6^ KPC_OVA cells were resuspended in 20 µl and injected orthotopically in the pancreas head of recipient Rosa26-Cas9 mice. ACT was performed with 2 × 10^6^ CD90.1^+^ OT-I T cells 5 days after KPC_OVA injection. For the in vivo metabolic screen, an aliquot of CD90.1^+^ T cells was pelleted and frozen at −20 °C for next-generation sequencing (NGS) analysis (T0). Mice were killed 7 days after ACT and spleen, draining and nondraining lymph nodes, primary tumour, liver, lungs and peritoneal metastasis were collected and processed for sorting of OT-I T cells. Samples collected were sequenced in three independent runs and pooled in the following analysis. For the CROP-seq, only the primary tumour was collected and processed for CD90.1^+^ OT-I T cells sorting.

#### Tumour model for target validation

For the PDAC mouse model, KPC_OVA were detached as previously described. Then, 4 × 10^4^ cells were resuspended in 20 µl PBS and injected orthotopically in the pancreas head of recipient mice. ACT of 5 × 10^6^ engineered OT-I T cells was performed 7 days after KPC_OVA injection. For the experimental liver metastasis model, 1 × 10^5^ KPC_OVA were injected intrasplenic, followed by splenectomy. ACT of 5 × 10^6^ engineered OT-I T cells was performed 8 days after KPC_OVA injection. For both models, mice were killed 7 days post-ACT and relevant organs were collected and processed for FACS (sorting or analysis) or histological analysis. For the melanoma mouse model, 2 × 10^5^ B16F1 melanoma cells were injected in 100 μl PBS into the flank of C57BL/6 mice. ACT with engineered pmel-1 T cells was performed as described previously^82^. In brief, when B16F1 tumours reached a size of 10–25 mm^2^, mice received a single dose of cyclophosphamide intraperitoneally (i.p.) (100 mg kg^−1^ body weight in 100 μl PBS; d−1) followed the next day by intravenous injection of 2 × 10^6^ engineered CD90.1^+^CD8^+^ pmel-1 T cells and 5 × 10^8^ plaque-forming units of a recombinant Ad-gp100 i.p. (d0). Then, 50 μg CpG 1826 (Invivogen) and 50 μg polyinosinic:polycytidylic acid (poly(I:C), Invivogen) in 100 μl distilled water were injected peritumourally 3, 6 and 9 days after adoptive pmel-1 T cell transfer. Tumour size was measured 2–3 times weekly. The tumour area was calculated in mm^2^ using the equation: *A* = length × width. Mice with tumours reaching 100 mm^2^ were killed.

#### ICB treatment

Anti-PD-1 (BioLegend) and the control immunoglobulin G (IgG) from rat serum (Sigma-Aldrich) were administered at a dosage of 10 mg kg^−1^, through i.p. injection. Anti-PD-1 and IgG were diluted in PBS. The treatment was given from the day of ACT every 2 days in the screenings and from the day after ACT every 2 days for the target validation experiments. In the ACT experiments using pmel-1 T cells, 10 mg kg^−1^ of anti-PD-1 was injected i.p. in 100 μl PBS on day 3, 6 and 9 after T cell transfer.

#### Flow cytometry

Tumours were collected, weighed and kept in ice-cold PBS. The tumour mass was then mechanically dissociated in digestion buffer (minimum essential medium-α (αMEM; Lonza) supplemented with 1% pen/strep, 50 μΜ β-mercaptoethanol, 5% FBS, 5 U ml^−1^ DNase I (Sigma-Aldrich), 0.85 mg ml^−1^ Collagenase V *(*Sigma-Aldrich*)*, 1.25 mg ml^−1^ Collagenase D (Sigma-Aldrich) and 1 mg ml^−1^ Dispase (Gibco). Tumour pieces were collected into gentleMACS C tubes (Miltenyi Biotec) and dissociated by using first the h_cord_1 programme of an automatic tissue gentleMACS Dissociator (Miltenyi Biotec) and then incubated for 40 min at 37 °C.

Peritoneal metastases were collected and mechanically dissociated in 5 ml of the same digestion buffer used for the primary tumour. The pieces were then collected into gentleMACS C tubes (Miltenyi Biotec) and dissociated by using the 37C_m_TDK_1 programme.

Lungs and livers were collected and dissociated with 10 ml of lung and liver Digestion Buffer (RPMI supplemented with 1% pen/strep, 5% FBS, 40 U ml^−1^ DNase I (Sigma-Aldrich), 1 mg ml^−1^ Collagenase I (Sigma-Aldrich) and 2 mg ml^−1^ Dispase (Gibco)) in C tubes (Miltenyi Biotec) using the 37C_m_LDK_1 programme. The digestion was then stopped with FACS buffer and the sample was filtered through a 70-µm cell strainer. Red blood cell lysis was performed by using Hybri-Max (Sigma-Aldrich, R7757). The sample was then passed through a 40-µm cell strainer to result in a single-cell suspension. Spleens were recovered from mice and weighed. The dissociation into a single-cell suspension was performed as previously described. Single cells were resuspended in FACS buffer (PBS containing 2% FBS and 2 mmol l^−1^ EDTA) and incubated for 15 min with Mouse BD Fc Block purified anti-mouse CD16/CD32 (1:25 dilution, BD Pharmingen). Extracellular staining was performed for 30 min at 4 °C. For the intracellular measurement of IFNγ, TNF, IL-2 and GZMB, single-cell suspensions were resuspended in RPMI (10% FBS and 1% pen/strep) and stimulated with phorbol 12-myristate 13-acetate/ionomycin cell stimulation cocktail (Invitrogen, 1:500 dilution) in the presence of brefeldin A (BioLegend; 1:1,000 dilution) and monensin (Invitrogen; 1:1,000 dilution) for 4 h (37 °C). The cells were then washed in FACS buffer and stained with a viability dye and extracellular markers. To perform intracellular staining, cells were permeabilized by using the Foxp3/Transcription Factor Fixation/Permeabilization kit (Invitrogen) according to the manufacturer’s instructions and incubated overnight at 4 °C with the specific intracellular antibodies. For the SREBP2 nuclear translocation analysis, purified rabbit anti-mouse SREBP2 (1:200 dilution) was incubated overnight at 4 °C in Permeabilization buffer (Invitrogen), then the cells were washed and incubated for 1 h with a donkey anti-rabbit-A488 and 7-AAD, for DNA staining. For MitoTracker staining (Thermo Fisher Scientific), 500,000 cells were incubated with 50 nM MitoTracker green and 25 nM MitoTracker Orange for 30 min at (37 °C), followed by intracellular staining as described above. Cells were subsequently washed and resuspended in FACS buffer before flow cytometric analysis by a FACS Canto II, Fortessa X-20 or flow sorting by a FACS Aria III, Aria Fusion (BD Biosciences). For the SREBP2 nuclear translocation, the cells were acquired on a BD FACSDiscover S8 Cell Sorter with BD CellView. Data were acquired by FACSDiva (v.9.0) and FACSChorus (v.5.1) software and analysed by FlowJo (TreeStar, v.10.9). Fluorescence minus one controls were utilized to ensure proper gating of positive populations.

#### Metabolic libraries design and cloning

The library used for the in vivo metabolic screening on CD8^+^ T cells was synthetized as previously described^22^.

Similarly, the library used for in vivo CROP-seq, made of 246 sgRNA targeting the 83 distilled candidate genes and 34 nontargeting sequences was synthesized and cloned into CROP-seq-Guide-Thy1.1.

#### Next-generation sequencing on gDNA

Genomic DNA (gDNA) was isolated using DNeasy blood and tissue kit (QIAGEN) following the manufacturer’s guidelines. PCR of gDNA was performed to attach sequencing adaptors and barcode samples. For each sample, the gDNA was split into multiple 25-μl PCR reactions (total volume) containing a maximum of 1 μg gDNA. PCR mixture per reaction: 12.5 μl KAPA HIFI HOT START MIX (2×), 1 μl P5 stagger primer mix (stock at 10 μM concentration), 1 μl of a uniquely barcoded P7 primer (stock at 10 μM concentration), adding mQ water and gDNA input (max 1 μg per reaction) to 25 μl. PCR cycling conditions: an initial 2 min at 98 °C; followed by 30 s at 98 °C, 30 s at 60 °C, 30 s at 72 °C, for five cycles + additional 20–25 cycles of 30 s at 98 °C, 30 s at 65 °C, 30 s at 72 °C and a final 5 min extension at 72 °C. P5 and P7 primers were synthesized at IDT. Next, PCR products were purified with Agencourt AMPure XP SPRI beads according to the manufacturer’s instructions (Beckman Coulter). DNA concentrations were measured, and samples were equimolarly pooled and subjected to Illumina NGS. Mapped read counts were subsequently used as input for the MAGeCK analysis software package^23^ and STARS^31^.

#### scRNA-seq (CROP-seq)

Single-cell libraries were prepared using the Chromium Next GEM Single Cell 3′ _v.3.1 kit (10x Genomics). In brief, the single-cell suspensions were loaded onto the Chromium Controller according to their respective cell counts to generate 9,000 single-cell gel beads in emulsion (GEMs) per sample. Each sample was loaded into a separate channel. The complementary DNA content of each sample after complementary DNA amplification of 11 cycles was quantified and quality checked using a high-sensitivity DNA chip in a tapestation (Agilent). Then, 25% of cDNA from the previous step was used for fragmentation, end repair and A-tailing, followed by adaptor ligation and PCR indexing. After library quantification and quality checking by tapestation (Agilent), samples were diluted and loaded onto the NovaSeq (Illumina) to a sequencing depth of 500 million reads per sample (approximately 50,000 reads per cell).

#### Bulk-RNA sequencing

In vitro, OT-I T cells transduced with a lentiviral vector harbouring a nontargeting or *Elovl1* single guide RNA were sorted for CD90.1 expression at day 7 from activation (3 days after transduction). Total RNA was isolated using the RNeasy Mini kit (QIAGEN) and resuspended in RNase-free water. Frozen RNA was shipped to Novogene for the Plant and Animal Eukaryotic Strand Specific mRNA (WOBI) service. The resulting 150-bp reads were sequenced paired-end on an Illumina Novaseq 6000 instrument.

In vivo, OT-I T cells transduced with a lentiviral vector harbouring a nontargeting or *Elovl1* single guide RNA were sorted for CD90.1 expression, 7 days post-ACT, from PDAC primary tumour of mice treated with anti-PD-1. Cells from different mice were kept separately and considered as a biological replicate. Total RNA was extracted using TRIzol (Thermo Scientific) according to the manufacturer’s guidelines and resuspended in RNase-free water. Frozen RNA was shipped to Novogene and pre-amplified with the SMARter amplification kit, followed by Plant and Animal Eukaryotic Strand Specific mRNA (WOBI) service. The resulting 150-bp reads were sequenced paired-end on an Illumina Novaseq X Plus instrument.

#### RNA extraction, reverse transcription and RT–qPCR

RNA was extracted using the RNeasy Mini kit (QIAGEN) according to the manufacturer’s instructions. Reverse transcription was performed with the Superscript IV First Strand cDNA Synthesis kit (LifeTechnologies) according to the manufacturer’s instructions. cDNA, primers and Power Up SYBR Green Master Mix (Applied Biosystems) were prepared in a volume of 20 μl. Samples were loaded into an optical 96-well Fast Thermal Cycling Plate and quantitative PCR with reverse transcription (RT–qPCR) was performed using an ABI Prism 7500 Real-Time PCR. Data were normalized to housekeeping gene expression glyceraldehyde 3-phosphate dehydrogenase (GAPDH) or Actin β. Primer sequences are given in Supplementary Table 1.

#### Radiolabeling assay

For glucose oxidation, 1 × 10^6 ^T cells were incubated in T cell medium containing 0.1 μCi μl^–1^ [6-14 C]-d-glucose (PerkinElmer) for 6 h. Cells were then lysed with 12% perchloric acid and radioactive CO_2_ was captured on Whatman paper soaked in hyamine overnight at room temperature. Radioactivity was determined by liquid scintillation counting.

#### Seahorse metabolic assay

OCR was measured following the manufacturer’s instructions of Seahorse XF Cell Mito Stress Test kit (Agilent). In brief, 2 × 10^5 ^T cells (mouse or human) were resuspended in nonbuffered DMEM (Sigma-Aldrich, D5030; pH 7.4, 10 mM glucose and 2 mM glutamine) and then plated in a poly-d-lysine-coated XF96 plate. OCR was measured using an XF96 Extracellular Flux Analyzer (Seahorse Bioscience) upon sequential treatment with 1 µM oligomycin, 2 µM FCCP and 0.5 µM rotenone/antimycin A. Data were normalized to cell number.

#### ^13^C labelling, liquid chromatography–mass spectrometry

##### Metabolite extraction

After a 6 h incubation period of ^13^C-glucose and ^13^C-palmitate, cells were washed with room-temperature saline and quenched by the addition of cold methanol. Subsequently, methanol:water:chloroform extraction (5:3:5 ratio) was added to the samples and the mixture vortexed for 10 min at 4 °C followed by centrifuging at 16,000*g* for 10 min to achieve phase separation. The methanol–water phase, which contains polar metabolites, was separated and dried using a SpeedVac for 24 h. The remaining protein from the extraction was dissolved in 0.2 mM KOH overnight and then quantified using the Pierce BCA Protein Assay kit (Thermo Scientific).

##### Mass spectrometry

Dried metabolite extracts were resuspended in HPLC-grade water containing 1 μM piperazine-*N*, *N*′-bis (PIPES) added as an internal standard and transferred to HPLC vials for analysis. For 3-NPH derivatization, 5 μl of resuspended metabolites was mixed with 5 μl of 250 mM 3-NPH in 75% methanol aqueous solution, 5 μl of 150 mM EDC in methanol and 5 μl of 7.5% pyridine in methanol. Next, samples were incubated at 4 °C for 2 h and 4 μl of 9 mM BHT in methanol was added followed by 56 μl of HPLC water. Subsequently, samples were centrifuged at 15,000*g* for 5 min at 4 °C and transferred to HPLC vials for analysis. Liquid chromatography–tandem mass spectrometry (LC–MS/MS) analysis was performed with ion-pairing reverse phase chromatography using an Ascentis Express column (C18, 5 cm × 2.1 mm, 2.7 mm, Sigma) and a Waters Xevo TQ-S triple quadrupole mass spectrometer. The LC solvents were 10 mM tributylamine and 15 mM acetic acid in 97:3 water:methanol (Solvent A), and methanol (Solvent B). LC and MS parameters were as previously reported^83,84^. In brief, elution from the column was performed over 12 min with the following gradient: *t* = 0, 0% solvent B, flow rate 0.4 ml min^−1^; *t* = 1, 0% solvent B, flow rate 0.4 ml min^−1^; *t* = 2, 20% solvent B, flow rate 0.3 ml min^−1^; *t* = 3, 20% solvent B, flow rate 0.25 ml min^−1^; *t* = 5, 55% solvent B, flow rate 0.15 ml min^−1^; *t* = 8, 95% solvent B, flow rate 0.15 ml min^−1^; *t* = 9.5, 95% solvent B, flow rate 0.15 ml min^−1^; *t* = 10, 0% solvent B, flow rate 0.4 ml min^−1^; and *t* = 12, 0% solvent B, flow rate 0.4 ml min^−1^. Mass spectra were acquired using negative-mode electrospray ionization operating in multiple-reaction monitoring (MRM) mode. The capillary voltage was 3,000 V and cone voltage was 50 V. Nitrogen was used as cone gas and desolvation gas, with flow rates of 150 and 600 l h^−1^, respectively. The source temperature was 150 °C and desolvation temperature was 500 °C. Argon was used as collision gas at a manifold pressure of 4.3 × 10^−3 ^mbar. Precursor and product ion *m*/*z*, collision energies and source cone potentials were optimized for each transition using Waters QuanOptimize software. RAW data folders were converted to mzXML using ProteoWizard^85^ and OpenMS^86^. Peak quantification was performed in MAVEN^87^ and data for each sample was normalized to PIPES peak intensity. For isotopic ratios, natural isotope abundance correction was performed using IsoCor^88^.

#### Lipidomics

##### Lipid extraction

A total of 700 μl of sample (4 μl of plasma diluted in water or 700 μl of homogenized cells) was mixed with 800 μl 1 N HCl:CH_3_OH 1:8 (v/v), 900 μl CHCl_3_, 200 μg ml^−1^ of the antioxidant 2,6-di-tert-butyl-4-methylphenol (BHT; Sigma-Aldrich) and 3 μl of SPLASH LIPIDOMIX Mass Spec Standard (Avanti Polar Lipids, 330,707). After vortexing and centrifugation, the lower organic fraction was collected and evaporated using a Savant Speedvac spd111v (Thermo Fisher Scientific) at room temperature and the remaining lipid pellet was stored at −20 °C under argon.

##### Mass spectrometry

Just before MS analysis, lipid pellets were reconstituted in 100% ethanol. Lipid species were analysed by LC electrospray ionization tandem mass spectrometry (LC–ESI/MS/MS) on a Nexera X2 UHPLC system (Shimadzu) coupled with hybrid triple quadrupole/linear ion trap mass spectrometer (6500+QTRAP system; AB SCIEX). Chromatographic separation was performed on a XBridge amide column (150 mm × 4.6 mm, 3.5 μm; Waters) maintained at 35 °C using mobile phase A (1 mM ammonium acetate in water-acetonitrile 5:95 (v/v)) and mobile phase B (1 mM ammonium acetate in water-acetonitrile 50:50 (v/v)) in the following gradient: (0–6 min: 0% B → 6% B; 6–10 min: 6% B → 25% B; 10–11 min: 25% B → 98% B; 11–13 min: 98% B → 100% B; 13–19 min: 100% B; and 19–24 min: 0% B) at a flow rate of 0.7 ml min^−1^, which was increased to 1.5 ml min^−1^ from 13 min onwards. SM, CE, CER, DCER, HCER and LCER were measured in positive ion mode with a precursor scan of 184.1, 369.4, 264.4, 266.4, 264.4 and 264.4 respectively. TAG, DAG and MAG were measured in positive ion mode with a neutral loss scan for one of the fatty acyl moieties. Phosphatidylcholine, lysohosphatidylcholine, phosphatidylethanolamine, lysophosphatidylethanolamine, phosphatidylglycerol, phosphatidylinositol and phosphatidylserine were measured in negative ion mode by fatty acyl fragment ions. Lipid quantification was performed by scheduled MRM, the transitions being based on the neutral losses or the typical product ions as described above. The instrument parameters were as follows: curtain gas = 35 psi; collision gas = 8 a.u. (medium); ionspray voltage = 5,500 V and −4,500 V; temperature = 550 °C; ion source gas 1 = 50 psi; ion source gas 2 = 60 psi; declustering potential = 60 V and −80 V; entrance potential = 10 V and −10 V; collision cell exit potential = 15 V and −15 V.

#### Membrane fluidity assay

OT-I T cells were isolated and cultured as described above. Membrane fluidity was assessed on day 7 of culture by using the Membrane Fluidity kit (Abcam) according to the manufacturer’s guidelines.

#### Cholesterol measurement

##### FILIPIN III staining

Cells were stained with a viability dye for 30 min at 4 °C, fixed with 4% paraformaldehyde for 30 min at 4 °C, and stained with 50 μg ml^−1^ FILIPIN III for 30 min at room temperature. Samples were then acquired with a FACS Fortessa X-20.

##### ALOD4 staining

ALOD4 protein was synthesized and conjugated as previously reported^41^. Then, 2 × 10^6^ cells per ml were stained in pure RPMI with 2 mg ml^−1^ with conjugated ALOD4 30 min at 37 °C as previously reported^39^. Then, staining with viability dye and antibodies was performed for 30 min at 4 °C. Samples were washed and freshly acquired with a FACS Fortessa X-20.

##### Biochemical measurement of total cholesterol levels

Cells were collected and lysed with complete RIPA buffer for 30 min at 4 °C. Total cellular cholesterol level was then quantified using the Amplex Red cholesterol assay kit (Invitrogen) according to the manufacturer’s guidelines.

#### In vitro memory assay

OT-I T cells were isolated and activated in presence of 10 ng ml^−1^ mIL-2. From day 4, cells were cultured in the presence of 5 ng ml^−1^ mIL-7 and 5 ng ml^−1^ mIL-15 to induce memory differentiation. On day 7, cells were collected and stained for FACS to assess the expression of CD62L and CD44 as a readout of memory differentiation.

#### Immunoblotting

TCR signalling was assessed by immunoblotting of proximal and downstream proteins of the TCR. In brief, naive CD8^+^ T cells were isolated and treated with 5 μM ELOVL1 inhibitor (C3) or DMSO for 6 h and then stimulated with 2 μg ml^−1^ soluble anti-CD3 and 5 μg ml^−1^ anti-CD28 for the indicated time and collected. For INSIG1 and mitochondrial complexes quantification, CD8^+^ T cells were isolated, activated and nucleofected as described above, and then collected on day 5 and day 7 from activation respectively. Immunoblotting on whole-cell lysate was performed as previously described^89^. The following antibodies were used: rabbit anti-LCK (1:2,000 dilution), rabbit anti-pLCK (1:2,000 dilution), rabbit anti-ZAP70 (1:2,000 dilution), rabbit anti-pZAP70 (1:2,000 dilution), rabbit anti-ERK1/2 (1:2,000 dilution), rabbit anti-pERK1/2 (1:2,000 dilution), rabbit anti-INSIG1 (1:1,000 dilution), mouse anti-OxPhos (1:1,000 dilution), anti-loading control HRP (1:2,000 dilution), mouse anti-vinculin (1:2,000 dilution), rabbit anti-β-actin (1:2,000 dilution) and appropriate HRP-conjugated secondary antibodies (1:3,000 dilution). The signal was visualized by enhanced chemiluminescent reagents (ECL, Invitrogen) or West Femto (Thermo Scientific), according to the manufacturer’s instructions, and images were acquired by a LAS-4000-CCD camera with ImageQuant software (GE Healthcare).

#### Peripheral blood mononuclear cell isolation and CD8^+^ T cell selection

Buffy coat samples from healthy donors were obtained from the Red Cross Donor Center Mechelen, Belgium (institutional approval S68611). Peripheral blood mononuclear cells were obtained by Ficoll density centrifugation (Axis-Shield, 1114545) and washed in PBS containing 1 mM EDTA. The ring at the interface was collected, washed with PBS and counted. CD8^+^ T cells were isolated using the human CD8^+^ T cells Isolation kit (MojoSort) according to the manufacturer’s guidelines. Isolated T cells were cultured for 24 h in T cell with 1:1 ratio of Human T-Activator CD3/CD28 Dynabeads (Thermo Fisher Scientific). For the following 2 days activated CD8^+^ T cells were expanded in T cell medium supplemented with 20 ng ml^−1^ hIL-2. For Elovl1 inhibition, hCD8^+^ T cells were treated for 3 days with 5 µM of ELOVL1 inhibitor (Medchem) and used for in vitro experiments.

#### Proliferation assays

##### Incucyte

CD8^+^ T cells were isolated from C57BL/6J mice or from the human buffy coat as described above. Then, 2 × 10^5^ CD8^+^ T cells were then seeded in T cell medium with a 1:1 ratio of Mouse or Human T-Activator CD3/CD28 Dynabeads (Thermo Fisher Scientific) on nontreated 48-well plates (Corning) coated with RetroNectin (Takara Bio) in the presence of 5 µM ELOVL1 inhibitor (MedChem) or DMSO as a control. Cell growth was monitored with an S3 Incucyte (Essen BioScience) for 100 h (optical module S3/SX1 G/R). Phase-contrast images were taken at 2-h intervals for the duration of the experiments. Cell proliferation was calculated by analysing the occupied area of cells with the Incucyte Base analysis software. Growth was calculated as maximal growth minus initial occupancy.

##### Cell trace violet dilution

CD8^+^ T cells were isolated from C57BL/6J mice and stained with cell trace violet (CTV). Upon a 6-h incubation with 5 µM ELOVL1 inhibitor (MedChem) or DMSO as a control in T cell medium, 5 × 10^4^ T cells were activated with a 1:1 ratio of Mouse or Human T-Activator CD3/CD28 Dynabeads (Thermo Fisher Scientific) in a 96-well plate (corning). Cells were collected 48 h later and analysed via FACS for CTV dilution and the absolute number was calculated using counting beads.

#### dSTORM-TIRF imaging

Naive CD8^+^ T cells were incubated for 6 h with DMSO or C3. Then, 2.5 × 10^5^ cells of each condition were plated on a polylysine-coated Nunc Lab-Tek Chambered Coverglass and incubated for 1 h at 37 °C to let them attach. Next, cells were fixed for 10 min at 4 °C with 4% paraformaldehyde, stained with 1 μg ml^−1^ soluble Alexa Fluor647 (AF647)-conjugated anti-CD3, 1 μg ml^−1^ and 5 μg ml^−1^ of unconjugated anti-CD3 and anti-CD28, respectively, for 10 min at 37 °C. Samples were washed twice and imaged.

Samples prepared in a Nunc Lab-Tek Chambered Coverglass (Cellvis, C8-1.5H-N) were placed in 1 ml dSTORM imaging buffer and the chamber was sealed with parafilm to prevent the entry of oxygen into the sample. dSTORM buffer consisted of 50 mM cysteamine hydrochloride (Sigma-Aldrich, M6500) and an oxygen scavenger system consisting of 10% d-glucose (Sigma-Aldrich, G7528), 0.5 mg ml^−1^ glucose oxidase from *Aspergillus* *niger* (Sigma-Aldrich, G7141) and 40 µg ml^−1^ catalase from bovine liver (Sigma-Aldrich, C40) in PBS 1× pH 7.4 as previously described^90^. dSTORM imaging was performed on a home-built microscope with built-in through-the-objective TIRF illumination. This IX83 inverted microscope (Olympus IX83 frame S1F-3, Olympus Optical) has been previously described^91^ and includes dichroic mirrors to combine the laser lines, neutral density filters to adjust the laser intensity (Newport Corporation), a 10× beam expander (Linos, Qioptiq), a focusing lens to enable TIRF illumination (f1/4 500 mm, BK 7, Newport Corporation), a ×60 TIRF oil objective (Olympus Optical, NA 1.49), a z488/561 dichroic mirror to separate excitation and emission, and a ×3.3 projection lens (Olympus) placed before a 512 × 512 pixels EM-CCD camera (ImagEM, Hamamatsu Photonics) to achieve a pixel size of approximately 80 nm.

For image acquisition, first, a diffraction-limited image was taken by 642 nm excitation (642 nm diode laser, Sapphire Coherent or Cobolt) that passed a series of neutral density filters (2.04 OD) before reaching the sample, while emission was captured above 655 nm (HQ 655 long-pass filter, Chroma Technology). For dSTORM imaging, AF647 was switched to the nonfluorescent intermediate state by continuous illumination with 642 nm light (neutral density filters 0.08 OD), and afterwards stochastically activated using 488 nm light (488 nm diode laser, Sapphire, Coherent, 1.54–2.54 OD). Fluorophore blinking was acquired by recording 1 × 10^4^ frames with an exposure time of 0.030530 s per frame. Cells were visualized in the transmission and diffraction-limited channel before starting the image acquisition to ensure that only attached single cells were imaged.

#### Mitochondria staining and confocal imaging

A total of 2 × 10^5^ sgNT or sgE*lovl1* OT-I T cells at day 7 after in vitro activation were seeded on a polylysine-coated 35-mm dish coverslip (Mattek, P35G-1.5-14-C) and incubated with MitoTracker Far Red (100 nM) for 30 min at 37 °C in Krebs solution (150 mM NaCl, 5.9 mM KCl, 1.2 mM MgCl_2_, 11.6 mM HEPES (pH 7.3), 11.5 mM glucose and 1.5 mM CaCl_2_), followed by Hoechst nuclear staining (10 µM) for 10 min at room temperature. Cells were washed twice in Krebs solution and high-resolution confocal images were taken as previously shown^92^.

### Quantification and statistical analysis

#### Data analysis of CRISPR screen

The multi-organ CRISPR/Cas9 screen of 2,078 genes involved in cellular metabolism was performed using a lentiviral library encoding 10,390 specific sgRNAs and 250 nontargeting control sgRNAs. MAGeCK-VISPR (v.0.5.3) was used to process CRISPR/Cas9 screen sequencing data. MAGeCK ‘count’ module generated raw count table with sgRNA as rows and samples as columns. This table was normalized by 250 nontargeting control sgRNAs and corrected for batches effects between different organs by Combat. Two samples were excluded after initial quality control. MAGeCK ‘mle’ module calculated *β* score for each targeted gene to measure positive or negative selection. STARS method was performed via http://pinapl-py.ucsd.edu/.

GO was performed via https://geneontology.org/docs/go-enrichment-analysis/.

#### Data analysis of scRNA-seq (CROP-seq)

CROP-seq was performed on a 10x platform. scRNA-seq generated data in two separate libraries: the Gene Expression library and CRISPR Guide Capture library. Raw reads (.fastq format) from the Gene Expression library were mapped to mouse genome (mm10) by 10x Genomics Cell Ranger (v.3.1.0). A Cell Ranger feature barcoding analysis pipeline was applied to processes reads from the CRISPR Guide Capture library. This pipeline searches reads against our designed sgRNA spacer sequences and returned sgRNA to cell assignment using an automatically determined unique molecular identifier (UMI) thresholds.

We took cells with single sgRNA detected to perform downstream analysis by the R package Seurat (v.3.2.3)^93^. We applied quality control to filter out cells with too high or low number of UMIs to eliminate possible doublets and dropouts. The cutoffs were determined in each sample separately. We also removed cells with more than 10% mitochondrial gene expression. For 22,371 cells after filtering, we performed normalization with default global-scaling-normalization methods, and then canonical correlation analysis integration to remove batch effect between two batches with default parameters. We scaled integrated data regressing out number of UMIs, mitochondrial counts per cent and the difference score between the G2M and S phase. In this way, we partially regressed out the cell-cycling effect while maintaining cell-differentiating processes as much as possible. We then performed principal-component analysis and Uniform Manifold Approximation and Projection (UMAP) on the first 15 principal components, which captured most of the variance. Cell clustering with resolution of 0.3 gave seven clusters, and biomarkers for each cluster were identified by the FindMarkers function. Cell type annotation was conducted based on marker genes.

#### Data analysis of bulk-RNA-seq

In vitro*,* read alignment was performed using the default parameters of STAR (v.2.7.10b) with the *Mus* *musculus* reference genome GRCm39. This alignment resulted in an average of 24.1 million uniquely mapped reads per sample. Aligned reads were quantified using featureCounts (v.2.0.1) in R (v.4.3.3) with options -t gene and -s 2. To reduce mice-to-mice variability, counts from replicate mice from the same experiment were merged before subsequent analyses. Differentially expressed genes were identified with the DESeq2 package (v.1.42.0) using the likelihood-ratio test test^94^. A list of all differentially expressed genes between control and *Elovl1* KO treated cells can be found in Supplementary Table 1. Data was visualized using ggplot2 (v.3.4.3) and stringr (v.1.5.0). GO analyses, using up- and downregulated differentially expressed genes (defined as genes with adjusted *P* < 0.05) as input, were performed using the enrichR package (v.3.2) using the ‘GO_Biological_Process_2023’ database^95^. A list of enriched terms can be found in Supplementary Table 1.

In vivo*,* raw sequencing reads were mapped to mm10 reference genome by STAR (v.2.7.7a) and RSEM^96^ (v.1.3.1) was used to quantify gene counts per sample. R package DESeq2 (ref. ^94^) (v.1.36.0) performed gene counts normalization and differential gene expression analysis. R package clusterProfiler^97^ (v.4.4.4) performed GSEA and ComplexHeatmap^98^ (v.2.12.1) made heatmap visualization. GO analyses were performed using up- and downregulated differentially expressed genes (defined as genes with adjusted *P* < 0.05 and −log_2_ fold change ± 1) as input. Revigo was used to group the redundant processes^99^.

#### Lipidomic data analysis

Peak integration was performed with the MultiQuant software (v.3.0.3). Lipid species signals were corrected for isotopic contributions (calculated with Python Molmass 2019.1.1) and were quantified based on internal standard signals and adheres to the guidelines of the Lipidomics Standards Initiative (level 2-type quantification).

#### Analysis of human scRNA-seq dataset

We collected scRNA-seq data of CD8^+^ T cells from a published melanoma dataset^35^. R package Survminer (v.0.4.9) and survival (v.3.5-7)^100^ were used to perform Kaplan–Meier analysis. The cutoff point of *ELOVL1* high and low expression was determined by the surv_cutpoint function.

#### dSTORM-TIRF analysis

dSTORM images were reconstructed using a custom-written MATLAB algorithm (MATLAB, R2022a) based on the open-source localizer software package^101^ that has previously been applied for SMLM analyses^102^. The centre position of the emitters in each of the 1 × 10^4^ frames was localized by fitting a two-dimensional Gaussian with PSF s.d. factor of 1.8 and intensity selection sigma factor of 25.

CD3 clustering was analysed by manually selecting a region of interest (containing the cell) from the imaged field of view and running a Voronoi analysis on the calculated molecular localizations (https://nl.mathworks.com/help/matlab/ref/voronoin.html). Voronoi areas corresponding to a molecular density three times higher than the average density were selected and adjacent selected Voronoi areas were grouped in clusters. Clusters with more than ten localizations were further analysed and the area and number of localizations were calculated for each cluster; as well as the area of the region of interest and the number of localizations included in it. Downstream analyses for calculation of the mean fraction of clustered localizations (mean of the number of localizations per cluster versus total number of localizations in all clusters, per region of interest), and localization density (total number of localizations in the region of interest versus area of the region of interest) were performed in Excel and statistical analyses were calculated in GraphPad Prism.

#### Mitochondria confocal analysis

Mitochondrial morphology was measured with Imaris (v.10.1) calculating the total mitochondrial volume and the index of mitochondrial fragmentation as previously shown^92^.

### Statistical analysis

Flow cytometry data were analysed using FlowJo v.10 on appropriate gated cells after removal of doublets and dead cells. Western blots were quantified with ImageJ software. All statistical analyses were performed using GraphPad Prism 10 software. In brief, comparisons for two groups were calculated using two-tailed Student’s *t*-tests. Comparisons of more than two groups were calculated using one-way analysis of variance (ANOVA) with Tukey multiple comparison correction. Data distribution was assumed to be normal but this was not formally tested. Detection of mathematical outliers was performed using the Grubbs’ test in GraphPad, and significant outliers were excluded. Results are represented as mean ± s.e.m. Statistical details are provided in figure legends, as well as sample size and number of independent repeats. No statistical methods were used to pre-determine sample sizes but our sample sizes are similar to those reported in previous publications^13,89^.

#### Randomization

For in vitro experiments, cells were randomly allocated to each treatment group. For in vivo, previous adoptive cell transfer, mice were randomized based on their body weight or tumour size to have similar average body weight or tumour size and s.d. in each group.

#### Blinding

For in vivo studies, the tumour measurement, treatment and analysis were performed without knowing the group code to ensure that the studies were run in a blinded manner. For in vitro studies, blinding of cell types was not possible.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information Supplementary gating strategy and legends.

Reporting Summary

Supplementary Table 1 Enriched targets in MAGeCK and STARS; list of target genes in tumour, lung and liver of mice treated with anti-PD-1 in the multi-organ screening; target genes ranked per cluster and combined rank from CROP-seq; CROP-seq library; sequences of primers and sgRNA for in vitro experiments; differentially expressed genes from vitro bulk-RNA-seq; differentially expressed genes from vivo bulk-RNA-seq.

## Source data

Source Data Fig. 1 Statistical source data.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 4 Statistical source data.

Source Data Fig. 5 Statistical source data.

Source Data Fig. 5 Unprocessed western blots.

Source Data Fig. 6 Statistical source data.

Source Data Fig. 6 Unprocessed western blots.

Source Data Fig. 7 Statistical source data.

Source Data Fig. 7 Unprocessed western blots.

Source Data Extended Data Fig. 1 Statistical source data.

Source Data Extended Data Fig. 2 Statistical source data.

Source Data Extended Data Fig. 3 Statistical source data.

Source Data Extended Data Fig. 4 Statistical source data.

Source Data Extended Data Fig. 5 Statistical source data.

Source Data Extended Data Fig. 6 Statistical source data.

Source Data Extended Data Fig. 7 Statistical source data.

## Data Availability

CRISPR NGS sequencing data, CROP-seq scRNA-seq data both unprocessed and processed reads, in vitro and in vivo bulk-RNA-seq data have been deposited at the Gene Expression Omnibus (GEO) and are publicly available with the following accession numbers: NGS (GSE255833); CROP-seq (GSE255832), in vitro bulk-RNA-seq (GSE282895) and in vivo bulk-RNA-seq (GSE282894). This paper analyses publicly available human melanoma and PDAC single-cell RNA-seq and human PDAC bulk-RNA-seq data from the original research article, deposited at GEO with the following accession numbers: Melanoma (GSE120575), PDAC scRNA-seq (GSE211644) and PDAC bulk (GSE179351). Source data are provided with this paper.

# Supplementary material for: A functional single-cell metabolic survey identifies Elovl1 as a target to enhance CD8+ T cell fitness in solid tumours
**Source:** Nat Metab. 2025 Mar 10;7(3):508–30. doi: 10.1038/s42255-025-01233-w
**Supplement:** Supplementary file 1 — Supplementary gating strategy and legends.

# A functional single-cell metabolic survey identifies *Elovl1* as a target to enhance CD8<sup>+</sup> T cell fitness in solid tumours

---

In the format provided by the  
authors and unedited

## Supplementary Data Figure 1

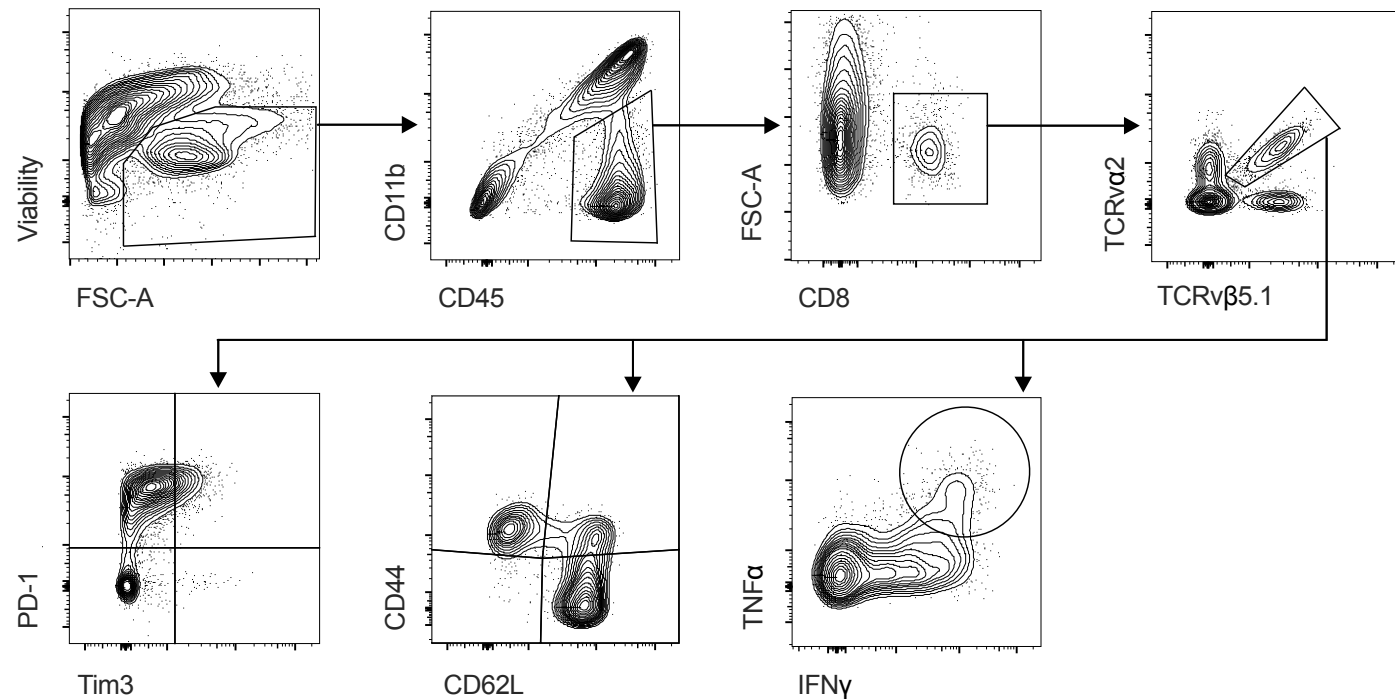

Representative gating strategy for *in vivo* OT-I T cells detection. OT-I T cells were identified using antibodies recognizing the OVA-specific alpha (TCRvα2) and beta chains (TCRvβ5.1). PD-1<sup>+</sup> Tim3<sup>+</sup> were gated out of OT-I T cells. T central memory (Tcm) cells were gated out of OT-I T cells as CD44<sup>+</sup> CD62L<sup>+</sup>. Polyfunctional IFNγ<sup>+</sup> TNFα<sup>+</sup> cells were gated out of OT-I T cells. This gating strategy was used for generating the data of main Figure 1, 2 and 3.

## Supplementary Data Figure 2

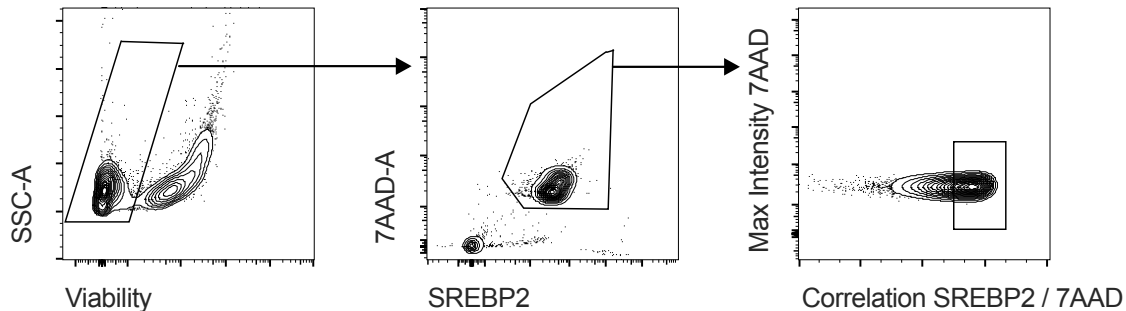

Representative gating strategy for SREBP2 nuclear translocation in *in vitro* cultured CD8<sup>+</sup> T cells performed with BD FACS Discovery S8 Cell Sorter. 7AAD was used to stain the cell nucleus of CD8<sup>+</sup> T cells. 7AAD<sup>+</sup> SREBP2<sup>+</sup> live CD8<sup>+</sup> T cells were gated to include only stained cells. The ratio SREBP2/7AAD was used as a readout for SREBP2 nuclear translocation.

This gating strategy was used for generating the data of main Figure 4i.

# Supplementary material for: A functional single-cell metabolic survey identifies Elovl1 as a target to enhance CD8+ T cell fitness in solid tumours
**Source:** Nat Metab. 2025 Mar 10;7(3):508–30. doi: 10.1038/s42255-025-01233-w
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | QuantStudio TM 12K Flex software (v1.4) was used for real-time PCR. NGS sequencing was performed using an Illumina NextSeq 500 platform. Crop-seq sequencing was performed using an Illumina NovaSeq 6000 platform and reads were processed with the Cellranger (v3.1.0). In vitro bulk RNA sequencing was performed using Illumina Novaseq 6000 and reads were aligned with STAR (v2.7.10b). Aligned reads were quantified using featureCounts (v2.0.1) in R (v4.3.3). In vivo bulk RNA sequencing was performed using Illumina Novaseq X Plus and reads were aligned with STAR (v2.7.7a) and RSEM94 (v1.3.1) was used to quantify gene counts per sample. In vivo RNA ImageQuant software (v1.2) was use for immunoblot images acquisition. Incucyte Base analysis (v2018A) software was used for incucyte imaging collection. Flow cytometry data collection was done with BD FACs DIVA software (v9.0) and FACSCorus (v5.1) software. Seahorse was performed by seahorse XFe96 analyzer (Agilent). Lipidomics was performed via(LC-ESI/MS/MS) on a Nexera X2 UHPLC system (Shimadzu). For metabolomics samples were aquired with LC-MS/MS with ion-pairing reverse phase chromatography using an Ascentis Express column (C18, 5 cm x 2.1 mm, 2.7 mm, Sigma) and a Waters Xevo TQ-S triple quadrupole mass spectrometer. dSTORM images were aquired with a home-build microscope with built-in through-the-objective TIRF illumination. Mitochondrial were imaged on a high resolution confocal microscope. |
| Data analysis   | All statistical analysis were performed using GraphPad Prism software (v10). NGS sequencing data were analyzed with MAGeCK-VISPR (v0.5.3) and STARS. CROP-seq sequencing data was analyzed with by R package Seurat (v3.2.3). R package Survminer (v0.4.9) and survival (v3.5-7) were used to perform Kaplan-Meier analysis from the Melanoma scRNA sequencing public dataset. In vitro bulk RNA seq was analysed using DESeq2 package (v1.42.0) and data were visualized with ggplot2 (v3.4.3) and stringr (v1.5.0). GO was performed using enrichR package (v3.2). In vivo bulk RNA seq was analysed using DESeq2 package (v1.36.0). GSEA was performed with clusterProfiler (v4.4.4) and data were visualized with ComplexHeatmap (v2.12.1). ImageJ (v1.53) was used for Western Blot image analysis. Incucyte Base analysis (v2018A) software was used for incucyte imaging analysis. Flow cytometry analysis was done with the FlowJo software (v10.8.1). OCR was analysed by seahorse wave software (seahorse, Agilent Technologies, v2.6). Lipidomics peak analysis was performed with MultiQuant™ software (3.0.3). Tracing                                                                                                                                                                                                                                                                                                                                                                             |

metabolomics analysis RAW data folders were converted to mzXML using ProteoWizard (v2.0) and OpenMS (3.1.0). Peak quantification was performed in MAVEN. Mitochondrial morphology was measured with Imaris (v10.1).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

CRISPR NGS sequencing data, CROP-seq single-cell RNA-seq data both unprocessed and processed reads, in vitro and in vivo bulk RNA-seq data have been deposited at GEO and are publicly available with the following accession numbers: NGS (GSE255833); CROP-seq (GSE255832), in vitro bulk RNA-seq (GSE282895), in vivo bulk RNA-seq (GSE282894). This paper analyses publicly available human Melanoma and PDAC single-cell RNA-seq and human PDAC bulk RNA-seq data from the original research article, deposited at GEO with the following accession numbers: Melanoma (GSE120575), PDAC scRNA seq (GSE211644), PDAC bulk (GSE179351).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                            |
|--------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | CD8+ T cells were isolated from buffy coats of healthy male and female volunteers aged between 25 and 65 years (anonymized).                                               |
| Reporting on race, ethnicity, or other socially relevant groupings | No socially relevant categorization variable or people classification into categories was applied in this study.                                                           |
| Population characteristics                                         | Buffy coats was collected from healthy male and female volunteers aged between 25 and 65 years.                                                                            |
| Recruitment                                                        | Donors were healthy volunteers.                                                                                                                                            |
| Ethics oversight                                                   | The study was approved by the Ethical Committee of the University Hospitals KU Leuven (Leuven, Belgium) with the reference number S68611. Donors provided written consent. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to predetermine sample size, but our sample sizes were selected based on those reported in previous studies (Virga et al. Sci. Adv. 2021; Celus et al. Cancer Immunol. Res. 2022; Cappellesso et. al. Nat. Cancer 2023)                                                                                                                                               |
| Data exclusions | Detection of mathematical outliers was performed using the Grubbs' test in GraphPad                                                                                                                                                                                                                                                                                                                  |
| Replication     | For in vitro experiments at least two-three biological replicates (cell isolated from different individual mice) were performed with similar results. For in vivo studies at least 5 animals were allocated per group. When representative data are shown, the experimental findings were reproduced independently with similar results.                                                             |
| Randomization   | For in vitro experiments cells were randomly allocated to each treatment group. For in vivo, prior adoptive cell transfer, mice were randomized based on their body weight or tumor size to have similar average body weight or tumor size and standard deviation in each group.                                                                                                                     |
| Blinding        | For in vivo studies, the tumor measurement, treatment and analysis were performed blindly without knowing the group code to ensure that the studies were run in a blinded manner. For in vitro studies, blinding of cell types was not possible. However, cells were treated in the same way and most of these experiments had a machine-based readout, which is not subjected to investigator bias. |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

For western blot:

INSIG-1 (Proteintech, Cat#55282-1P, polyclonal) 1/1000,  
LCK (Cell signaling, Cat#2752, polyclonal) 1/2000,  
pLCK (Cell signaling, Cat#2751, polyclonal) 1/2000,  
ZAP70 (Cell signaling, Cat#3165, [D1C10E]) 1/2000,  
pZAP70 (Cell signaling, Cat#2717, [65E4]) 1/2000,  
ERK1/2 (Cell signaling, Cat#9102, polyclonal) 1/2000,  
pERK1/2 (Cell signaling, Cat#9101, polyclonal) 1/2000,  
OxPhos Human WB antibody (Thermo, Car#45-8199, cocktail) 1/1000,  
beta Actin (Abcam, Cat#21185, polyclonal) 1/2000,  
vinculin (Sigma-Aldrich, Cat#V9131, polyclonal) 1/2000,  
HRP-conjugated secondary antibodies (Cell Signalling, anti-mouse; 7076S, anti-rabbit; 7074S) 1/2000.

For flow cytometry:

CD8a (PE-Cy7, Alexa Fluor 488, Thermo Fisher Scientific, Cat#25-0081-82, Cat#53-0081-82, [53-6.7]) 1/200,  
CD11b (eFluor 450, Thermo Fisher Scientific, Cat#48-0112-82, [M1/70]) 1/400,  
Thy1.1 (CD90.1) (PE, Alexa Fluor 488, BioLegend, Cat#202524, Cat#202506, [OX-7]) 1/700,  
Vα2 (PerCP/Cy5.5, BioLegend, Cat#127814, [B20.1]) 1/200,  
TCRVb 5.1/5.2 (APC, PE, Thermo Fisher Scientific, Cat#17-5796-82, Cat#17-5796-82, [MR9-4]) 1/200,  
CD45 (APC/Cy7, BVU395, BioLegend, Cat#103116, Cat#564279, [30-F11]) 1/400,  
CD279 (PD-1) (PE, BV711, BioLegend, Cat#135206, Cat#13523, [29F.1A12]) 1/800,  
CD366 (TIM3) (PE-Cy7, Thermo Fisher Scientific, Cat#25-5870-82, [RMT3-23]) 1/200,  
Ly-108 (Slamf6) (Alexa Fluor 647, BD Biosciences, Cat#561547, [13G3]) 1/200,  
CD39 (Pe/Dazzle594, Biolegend, 143812, [Duha59]) 1/400,  
TIGIT (BV421, Biolegend, 142111, [1G8]) 1/200,  
CD62L (L-Selectin) (APC Thermo, Fisher Scientific, Cat#17-0621-82, [MEL-14]) 1/200,  
CD62L (L-Selectin) (BV650, BioLegend, Cat#104453, [MEL-14]) 1/200,  
CD44 (BV510, BioLegend, Cat#103044, [IM7]) 1/200,  
Granzyme B (Alexa Fluor 647, BioLegend, Cat#515406, [GB11]) 1/100,  
IFN gamma (PE-Cy7, Thermo Fisher Scientific, Cat#25-7311-82, [XMG1.2]) 1/200,  
IL-2 (APC/Fire 750, BioLegend, Cat#503842, [JES6-5H4]) 1/100,  
TNF-α (BV421, BioLegend, Cat#506327, [MP6-XT22]) 1/400,  
Ki-67 (Alexa Fluor 700, Thermo Fisher Scientific, Cat#56-5698-82, [SolA15]) 1/100,  
CD107a (PE, Biolegend, [1D4B]) 1/200 during the restimulation,  
CD16/CD32 (BD Biosciences, Cat# 553142, [2.4G2]) 1/25,  
LDLR (R&D Systems, Cat#AF2255) 1/100,  
SREBP2 (Abcam, Cat# ab30682) 1/200,  
Donkey anti-Goat secondary antibody (Alexa Fluor 647, Thermo Fisher Scientific, Cat#A-21447) 1/400,  
Donkey anti-Rabbit secondary antibody (Alexa Fluor 488, Thermo Fisher Scientific, Cat# A-21206) 1/400,  
Fixable Viability Dyes (Thermo Fisher Scientific; eFluor 450 1/500, Cat#65-0863-18; eFluor 506, Cat#65-0866-18 1/500; eFluor 780 Cat#65-0865-18, 1/600),  
7-AAD (Biolegend, Cat#420404) 1/20.

For culture:

Anti-mouse CD28 unconjugated (BD Biosciences, Cat# 553295),  
Ultra-LEAF™ Purified anti-mouse CD3 (BioLegend Cat#100360).

For in vivo experiments:

Rat serum IgG (Sigma-Aldrich, I4131) 100mg/ treatment/ mouse;  
Ultra-LEAF™ Purified PD-1anti-mouse (CD279) (BioLegend, 96167, [RMP1-14]) 100mg/ treatment/ mouse.

For dSTORM:  
CD3e (A647, Biolegend, 100322, [145-2C11]) 1µg/ mL

## Validation

The following commercially available antibodies were validated by the manufacturer company, as well as other researchers (as the information collected by the RRID database):  
For western blot: LCK (Cell signaling, Cat#2752, polyclonal, RRID:AB\_2234649), suitable for WB. Reacts with Human, mouse.  
pLCK (Cell signaling, Cat#2751, polyclonal, RRID:AB\_330446), , suitable for WB. Reacts with Human, mouse.  
ZAP70 (Cell signaling, Cat#3165, [D1C10E], RRID:AB\_2218656), suitable for WB. Reacts with Human, mouse.  
pZAP70 (Cell signaling, Cat#2717, [65E4], RRID:AB\_2218658), suitable for WB. Reacts with Human, mouse.  
ERK1/2 (Cell signaling, Cat#9102, polyclonal, RRID:AB\_330744), suitable for WB. Reacts with Human, Mouse, Rat, Hamster, Monkey, Mink, Zebrafish, Bovine, Pig, S. cerevisiae.  
pERK1/2 (Cell signaling, Cat#9101, polyclonal, RRID:AB\_331646), suitable for WB. Reacts with Human, Mouse, Rat, Hamster, Monkey, Mink, Zebrafish, Bovine, Pig, C. elegans.  
Vinculin (Sigma-Aldrich, V9131, hVIN-1, RRID:AB\_477629), suitable for WB. Reacts with bovine, canine, mouse, rat, turkey, human, chicken, frog.  
For FACS analysis: CD8a (PE-Cy7, Alexa Fluor 488, Cat#25-0081-82, Cat#53-0081-82, RRID:AB\_469584,RRID:AB\_469897) , CD11b (eFluor 450, Cat#48-0112-82, RRID:AB\_1582236), Thy1.1 (CD90.1) (PE, Alexa Fluor 488, Cat#202524, Cat#202506, RRID:AB\_1595524, RRID:AB\_492882), Va2 (PerCP/Cy5.5, Cat#127814, RRID:AB\_1186116), TCRVb 5.1/5.2 (APC, PE, Cat#17-5796-82, Cat#17-5796-82, RRID:AB\_2573222, RRID:AB\_2573222), CD45 (APC/Cy7, BVV395, Cat#103116, Cat#564279, RRID:AB\_312981, RRID:AB\_2651134), CD279 (PD-1) (PE, BV711, Cat#135206, Cat#13523, RRID:AB\_1877231, RRID:AB\_2566158), CD366 (TIM3) (PE-Cy7, Cat#25-5870-82, RRID:AB\_2573483), Ly-108 (Slamf6) (Alexa Fluor 647, Cat#561547, RRID:AB\_10712759), CD62L (L-Selectin) (APC Thermo, Cat#17-0621-82, RRID:AB\_469410), CD62L (L-Selectin) (BV650, Cat#104453, RRID:AB\_2800559), CD44 (BV510, Cat#103044, RRID:AB\_2650923), Granzyme B (Alexa Fluor 647, Cat#515406, RRID:AB\_2566333), IFN gamma (PE-Cy7, Cat#25-7311-82, RRID:AB\_469680), IL-2 (APC/Fire 750, Cat#503842, RRID:AB\_2832800), TNF-α (BV421, Cat#506327, RRID:AB\_10900823), Ki-67 (Alexa Fluor 700, Cat#56-5698-82, RRID:AB\_2637480), CD16/CD32 (Cat# 553142, RRID:AB\_394657), LDLR (Cat#AF2255, RRID:AB\_355203), SREBP2 (Cat# ab30682, RRID:AB\_779079), Donkey anti-Goat secondary antibody (Alexa Fluor 647, Cat#A-21447, RRID:AB\_2535864), Donkey anti-Rabbit secondary antibody (Alexa Fluor 488, Cat# A-21206, RRID:AB\_2535792).  
Additionally, FMO (fluorescence minus one) was evaluated for every antibody to assess specificity and gating in FACS stainings.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | HEK-293T and B16F1 were purchased from ATCC. KPC 1245 (FC1245) murine pancreatic ductal adenocarcinoma cell line was kindly provided by Tuveson's lab at the Johns Hopkins University and it was generated from C57BL6 mice carrying different genetic mutations P48Cre/KrasG12D/p53LSL R172H. KPC 1245_OVA was generated in our lab by lentiviral transduction. Primary OT-I and CD8+ T cells were isolated from both male and female mice. Human CD8+ T were isolated from buffy coats of both female and males healthy donors provided by Red Cross Donor Center Mechelen (Belgium). |
| Authentication                                                    | Cell lines were authenticated based on morphological criteria. Once thawed, cells were not kept for longer than 10 passages in a humidified incubator in 5% CO2 and 95% air at 37 °C. An internal golden stock of all cell lines was generated and maintained by the Lab Manager.                                                                                                                                                                                                                                                                                                       |
| Mycoplasma contamination                                          | All cell lines were confirmed to be mycoplasma-free by Plasmotest™ - Mycoplasma Detection Kit (InvivoGen).                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL6/J, Rag2/OT-I and Pmel-1 mice were purchased from Taconic. Rosa26-Cas9 knockin immunocompetent mice, which constitutively express the Cas9 nuclease, were kindly provided by Dr. Jan Cools from VIB-KU Leuven. OT-I:Rosa26-Cas9 mice were generated by intercrossing Rag2/OT-I mice with Rosa26-Cas9 mice. All mice used for tumor experiments were female or male between 6 and 12 weeks old. Mice were maintained under pathogen-free, temperature- and humidity-controlled conditions under a 12/12-h light/dark cycle and received normal chow (ssniff® R/M-H). |
| Wild animals            | No wild animals were used for this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Reporting on sex        | The phenotypes were observed indiscriminately in male and female mice. No gender related issues are applied to this work.                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Field-collected samples | No field-collected samples were used for this study                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Ethics oversight        | Housing and all experimental animal procedures were approved by the Institutional Animal Care and Research Advisory Committee of the KU Leuven (P226/2017) and the Landesverwaltungsamt, SA, and LANUV (81-02.04.2020.A355), NRW, Germany. Animals were removed from the study and killed if any signs of pain and distress were detected, if they lost more than 20% of body weight or if the tumor volume reached 1500mm3. The maximal tumor size was not exceeded in all reported studies.                                                                             |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied. |
| Authentication        | Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.                                                                                                                                                                                                                                       |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|---------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | <p>Mice were sacrificed by cervical dislocation and the tumors were harvested in cold PBS. Tumors were minced in alpha MEM (Lonza) containing 0,085 mg/ml Collagenase V (Sigma), 0,125 mg/ml Collagenase D (Roche), 0,1 mg/ml Dispase (Gibco), 5U/ml DNase I (Sigma) and 50 µM mercaptoethanol (Gibco). Tumor pieces were collected into gentleMACS C tubes (Miltenyi Biotec) and dissociated by using first the h_cord_1 program of an automatic tissue gentleMACS Dissociator (Miltenyi Biotec) and then incubated for 40 minutes at 37°C.</p> <p>Peritoneal metastases were collected and mechanically dissociated in 5 ml of the same digestion buffer used for the primary tumor. The pieces were then collected into gentleMACS C tubes (Miltenyi Biotec) and dissociated by using the 37C_m_TDK_1 program.</p> <p>Lungs and livers were collected and dissociated with 10 ml of lung and liver Digestion Buffer (RPMI supplemented with 1% Pen/Strep, 5% FBS, 40U/mL DNase I (Sigma-Aldrich), 1 mg/mL Collagenase I (Sigma-Aldrich) and 2 mg/mL Dispase (Gibco) in C tubes (Miltenyi Biotec) using the 37C_m_LDK_1 program.</p> <p>The digested tissues were filtered using a 70-µm pore sized strainer and cells were centrifuged 5 minutes at 300 xg.</p> <p>Spleen and lymph nodes were mechanically dissociated in a 70-µm pore sized strainer and cell were centrifuged 5 minutes at 300 xg.</p> <p>Red blood cell lysis was performed by using Red Blood Cell Lysing Buffer (Sigma-Aldrich), incubated for 2 minutes at 37°C, washed, and filtered through a 40-µm pore sized strainer.</p> |
| Instrument                | FACS LRSFortessa X-20 (BD Bioscience, model number 658226R1). FACS Aria III (BD Bioscience, model number 648282), FACSDiscover S8 Cell Sorter (BD Bioscience)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Software                  | Flow cytometry data collection was done with BD FACS DIVA software (v9.0) and FACSCorus software, for cell analysis and SREBP2 nuclear translocation respectively.<br>Flow cytometry analysis was done with the FlowJo software (v10.8.1).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Cell population abundance | Cell sorting was used for the screenings to sort OT-I T cells population for subsequent NGS or single-cell RNA sequencing. In the case of NGS screening, genomic DNA was isolated from sorted OT-I T cells and sgRNA region integrated in the genomic DNA was amplified via PCR. Therefore, eventual non transduced OT-I T cells present in the sorted pool, were excluded via PCR. For CROP-seq, single cell suspension of CD90.1 positive OT-I T cells, were loaded into 10x genomics platform, and purity was assessed upon sequencing. Only single-cell Harboring one sgRNA sequence were used for following analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Gating strategy           | <p>OT-I T cells were gated for FSC/SSC, CD45 positive/alive, CD11b negative, CD8 positive, TCRva2 and TCRvb5 double positive. IFNgamma, TNF alpha double positive cells were gated out of OT-I T cells.</p> <p>PD-1, TIM3 double positive cells were gated out of OT-I T cells.</p> <p>T central memory cells (Tcm) we gated out of OT-I or Pmel-1 T cells as CD62L CD44 double positive.</p> <p>For SREBP2 nuclear translocation T cells were gated as single and alive. Then 7AAD positive T cells (with nucleus stained) were gated and a correlation SREBP2/7AAD was used to determine the percentage of cells with SREBP2 translocated to the nucleus.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

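Genomic DNA of CD90.1+ OT-I T cells was sequenced at the integrated sgRNA in the multi-organ screen, in cells of the day of transfer (T0, 3 libraries) and in cells sorted 7 days later from 7 organs under anti-PD-1 or IgG. The series holds 43 samples, of which 41 carry values, since the authors excluded 2 after quality control. Samples were mapped by their labels and by the groups of Fig. 1g. The values are a signal that the authors deposited per sgRNA and library. To make it, the authors counted reads with MAGeCK-VISPR 0.5.3, normalized the counts to the 250 nontargeting sgRNAs and corrected batch effects between organs with ComBat, as the methods state. The paper's text does not give the settings of ComBat. Lowest values are shared across organs within replicates 1 and 2 and differ between these numbers, whereas the methods name organs as the batches. Apart from values of 0, the deposited values are not whole numbers, so no count test was run, and the read depth behind a value is unknown. For the same reason no counting interval or detection floor is given.

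Any values below 0 were first set to 0, so a value of 0 here need not be one that was deposited. From the signal, log2(value + 1) was taken, averaged over the 5 sgRNAs of a gene and centred on the median of the nontargeting sgRNAs of the library. limma 3.58.1 in R 4.3.3 fitted all 41 libraries with 1 mean per group (prior degrees of freedom 26.2, prior variance 1.55). Each of the 14 groups was compared with T0, organs were compared by a moderated F-test, and anti-PD-1 was compared with IgG over organs. The threshold was a Benjamini-Hochberg adjusted p of at most 0.05 over 2078 genes. Ribosomal protein genes were tested as a set with camera (inter-gene correlation 0.01) and fry, with adjustment over the 14 groups. A STARS-type score was computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 over the upper 50% of the ranked sgRNAs, with at least 2 sgRNAs per gene and 1000 reassignments. Random sets of 5 sgRNAs were drawn 100000 times per group from all sgRNAs or from the nontargeting sgRNAs, which allows a two-sided p of 2e-05 at the lowest. Figures were drawn with matplotlib 3.10.9. Of the 2078 library genes, 2039 matched the gene table used for symbols, 33 of them by an older symbol, and no coordinates are given because the paper's text names no genome build for this screen. Genes named in the text are those the Results or Fig. 1h-j name for this screen, the library genes with symbols starting with *Pik3*, and in each of the 3 anti-PD-1 comparisons the 3 genes with the largest increase and the 3 with the largest decrease past the threshold with at least 4 sgRNAs changed in that direction. Genes outside this rule are said to have been named after their values were seen. Not every gene that the rule selects is reported here.

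The alternatives set before the data were examined were log2(value + 10), the median of the sgRNAs, the values as deposited, centring on the median of all sgRNAs, leaving out the lowest 10% of sgRNAs, the replicate number as a block, only the groups compared, library weights, each library left out in turn, and both kinds of random sets. The count test listed among them was not run. For the STARS-type score they were the upper 10% of the ranking, log2(value + 10), each library left out and ranking by mean change. After seeing the values, 4 more were added, namely the mean of the nontargeting sgRNAs for centring, the lymph nodes left out, both together, and shared lowest values set to 0. The estimation of library weights stopped before it had converged. The results given first are those of the design set beforehand.

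The scripts were tested on simulated data with 200 of 2078 genes changed. The limma fit recovered 0 of 100 genes raised by log2 2 and 100 of 100 raised by log2 4 in primary tumour anti-PD-1, and called 0 unchanged genes enriched there. In the lymph node groups it called 66 to 415 unchanged genes enriched, so calls there are limited by the centring. In a separate simulation of independent normal values, not drawn from this screen, 50 of 2078 genes were raised. Random sets called 42 of them and 0.0986% of unchanged genes, which gives no error rate for the screen. The GO analysis of Fig. 1m, the CROP-seq screen, the RNA sequencing and the human data were not analysed here.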

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

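Among the tests in this part, the liver-minus-lung comparison of *Elovl1* and the rule for its significance, the tests of a single high sgRNA, of the nontargeting spread and of the rank in liver IgG, the test of undetected sgRNAs, the count of knockouts in the lymph nodes, the regroupings within a replicate number and treatment, the comparison of lowest values across organs and the tests of the median rise and of *Pik3cd* in the lymph nodes were chosen only after the result was seen, and so were the fits with the nontargeting mean or without the lymph nodes.

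The level of 2044 of 2078 genes differed between the 7 organs by limma's moderated F-test with Benjamini-Hochberg adjustment, which was singled out as a difference between groups. The count was 77 without the lymph nodes and 9 when the libraries were also centred on the nontargeting mean. Of 100 regroupings of the organ labels over all libraries, 1 (the real one) gave as many as 2044 and 4 gave as many as 9, but libraries that share a replicate number and a treatment are not independent, so these regroupings may count too few as large. The organ labels were therefore also moved only among libraries of the same replicate number and treatment. Of 100 such regroupings, 1 (the real one) gave as many genes for either count, and the largest of the others gave 1562 and 2, so chance can be excluded for both, though not a technical difference between organs. Against a ComBat correction with organs as the batches, which shifts undetected sgRNAs by organ, at least 52.5% of shared lowest values above 0 were the same across organs in replicates 1 and 2, and 0 of 10032 were the same between these numbers in an organ. In replicate 3 the shared lowest values were all 0 and decide nothing, and what a correction by replicate number did to the count was not tested. The tables argue for a part played by the centring. Sets of 5 nontargeting sgRNAs, which target no gene, rose in the lymph nodes about as much as genes did, and the largest gap between both medians over the 4 lymph node groups was 0.244. The sets rose more than genes in all 4 groups, by at least 0.14 in the median, which argues against accumulating knockouts as the source of the median rise. Such a rise is consistent with a nontargeting median that lies at the lowest values there. Within each replicate number the share of sgRNAs at the lowest value was correlated with the SD of the nontargeting deviations from T0. The lowest Spearman's rho was 0.782, as few recovered cells and undetected sgRNAs could produce. Without the lymph nodes these correlations were 0.964, 0.967 and 0.891. The centring does not account for *Pik3cd*, which lay above random sets of nontargeting sgRNAs, which carry the same centring, in 3 of the 4 lymph node groups, with changes of 8.01 in draining nodes under anti-PD-1 (adjusted p = 0.00462), 6.17 under IgG (0.0236) and 7.54 in nondraining nodes under IgG (0.00594), and not in nondraining nodes under anti-PD-1 (0.261). Against sets of all sgRNAs its adjusted p was 0.0277, 0.0613, 0.0416 and 0.48 in the same order, and both tests take sgRNAs and not libraries as the unit. With the nontargeting mean, limma called 18 and 19 genes enriched in draining nodes under anti-PD-1 and IgG and 5 and 1 in nondraining nodes, where on simulated data it called 0 to 7 unchanged genes. Sets of nontargeting sgRNAs also lay below 22 genes, *Pik3cd* among them, in at least 1 lymph node group, a looser rule than that set for *Pik3cd*, and since these sets carry the centring, it argues against the centring alone as their source. Of them, 4 also lay above sets of all sgRNAs (*Pik3cd*, *Cyb5rl*, *Mgat2* and *Slc25a11*, the last 3 named after their values were seen), and the counts per group had been seen before the union was taken. What stays open is how many of the 22 are knockouts that accumulate in lymph nodes. In lung anti-PD-1 the gap between nontargeting sets and genes was 0.305, just beyond the limit of 0.3 set in advance while the sets were not near 0 (-0.77), and the lower median of genes there cannot be told apart from an effect of averaging undetected sgRNAs. A difference between tissues in which T cells persist is a biological explanation that stays untested.

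The change of *Elovl1* against T0 was larger in liver than in lung under anti-PD-1 by 2.97 on the log2 scale (unadjusted p = 0.0223 and adjusted p = 0.992 from limma with Benjamini-Hochberg adjustment), a difference between groups. It rests on 1 liver library and fails the correction over genes. The liver-minus-lung and liver-minus-tumour differences were computed under 7 fits, with unadjusted p from 0.000454 to 0.315 and adjusted p from 0.062 to 1 by limma. Against a single high sgRNA as the source, the other 4 sgRNAs without the highest changed by 1.81 in mean. Against the spread of nontargeting sgRNAs in that library, 0.03% of their sets of 5 changed as much as *Elovl1*. Both leave open that *Elovl1* is among the largest of many genes in 1 library, since it ranked 137 of 2078 by mean change in the liver IgG libraries, which is neither among the leading genes nor below the middle. An effect of the organ is a biological explanation that cannot be told apart from this with 1 library.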

How the results depend on the processing

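The alternatives with the nontargeting mean, without the lymph nodes, with both and with shared lowest values set to 0 were chosen only after the values were seen, and all others before the data were examined.

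For the summary results, 104 values under planned settings kept their direction and their side of the threshold, or a count within 1.5 times, while 43 counts or ranks moved by more, 2 values changed sign and 4 passed the threshold. Leaving out 1 library gave 255, 14, 1 and 1 such values, and the added settings 37 kept, 26 moved and 1 past the threshold. The median of the ribosomal protein genes stayed negative and past the threshold under all 12 alternatives (-6.75 to -2.66). For single named genes, 478 planned values kept their side and direction, 41 passed the threshold, 33 changed sign and 3 fell short of it, the last with the lowest 10% of sgRNAs left out, by limma's adjusted p, for *Rpl36* in primary tumour (0.213) and liver (0.9997) and *Psmb2* in liver (0.275). Genes for which that filter gave no value include *Rpl9*, *Polr1d*, *Rps13*, *Rps19*, *Rpl27* and *Mat2a*, which had 0 sgRNAs left.

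With log2(value + 10), limma called 1, 3 and 2 genes enriched in primary tumour, lung and liver under anti-PD-1, 3 of the 83 genes in more than 1 site and 5 genes between anti-PD-1 and IgG. With the median of the sgRNAs, 37 genes were enriched in at least 1 group, 11 of them among the 83, 392 differed between organs, and *Elovl1* in lung was at 0.70. With the values as deposited, 541 genes were depleted in lung and 257 in liver, 0 were enriched in at least 1 group by limma and 0 of the 83, and *Elovl1* in primary tumour was at -0.18. With centring on the median of all sgRNAs, 1 gene was enriched in lung and 1 of the 83 in more than 1 site. These scalings move the median of all genes in primary tumour, lung and liver from -0.20, -1.07 and -0.26 to -0.58, -1.63 and -1.40 with the values as deposited, and to 0.12, -0.62 and -0.042 with the median of all sgRNAs. With the lowest 10% of sgRNAs left out, 36, 149 and 0 genes were depleted in the 3 organs by limma and 1 gene differed between anti-PD-1 and IgG, and this filter removes sgRNAs that are low because they were depleted. With only the groups compared, 11, 3 and 327 genes were enriched, 442 and 816 depleted in primary tumour and liver, and 34 of the 83 lay in more than 1 site, while *Elovl1* in liver had an adjusted p of 5.28e-05 at a change of 2.12. In that fit the spread of the liver comparison comes from the 3 T0 libraries alone, and on simulated data it called 577 and 624 unchanged genes enriched. With library weights, 14, 3 and 34 genes were enriched, 456, 584 and 381 depleted, 20 of the 83 lay in more than 1 site and 47 genes differed between anti-PD-1 and IgG, and *Elovl1* in liver had a change of 2.09 and an adjusted p of 0.000827, though this estimation stopped before it converged and called 133 and 103 unchanged genes enriched in liver on simulated data. With random sets of all sgRNAs, 22, 22 and 17 genes were enriched and 184 depleted in lung, and *Elovl1* in liver (2.12) had an adjusted p of 0.0155. With sets of nontargeting sgRNAs, 33, 20 and 22 were enriched and 429 and 261 depleted in primary tumour and liver, and *Elovl1* (2.12) had 0.00597. Over the 14 alternatives, the adjusted p of *Elovl1* in liver ranged from 5.28e-05 to 0.9997. For the counts of 0 enriched genes, limma as designed gave 1, 3 and 2 genes at an unadjusted p under 0.05.

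With the nontargeting mean, 1, 3 and 2 genes were enriched in primary tumour, lung and liver, 37 in at least 1 group, 15 of the 83 in any group and 3 in more than 1 site, 351 differed between organs and 11 between treatments. Without the lymph nodes, 2, 3 and 4 genes were enriched, 567 depleted in lung, 7 enriched in at least 1 group, 6 of the 83 in any group and 5 in more than 1 site, 77 differed between organs and 10 between treatments. With both, 3, 20 and 6 genes were enriched, 199 depleted in liver, 54 enriched in at least 1 group, 19 of the 83 in any group and 7 in more than 1 site, 9 differed between organs and 28 between treatments, and *Elovl1* in liver was at 2.39 with an adjusted p of 0.0495 by limma. Setting shared lowest values to 0 moved no result here across its threshold, to the other sign or, for a count, by more than 1.5 times. On simulated data the fit with both called 0 unchanged genes enriched in primary tumour, lung and liver under anti-PD-1 and 5 and 20 in lung IgG.

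Leaving out 1 library gave 84 to 104 depleted genes in liver (84 without T0 replicate 3), 535 to 1403 genes enriched in at least 1 group (535, 575 and 595 without T0 replicates 2, 3 and 1), 49 to 82 of the 83 in any group (49 without T0 replicate 2), 0 to 1 in more than 1 site and 2 to 5 between treatments. *Elovl1* in primary tumour ranged from -0.30 (without replicate 3 of that group) to 0.59. The rank of *Elovl1* by the STARS-type score ranged from 156 (without primary tumour anti-PD-1 replicate 2, permutation p = 0.0419) to 1117 in primary tumour and from 219 (without lung anti-PD-1 replicate 2, permutation p = 0.0668) to 998 in lung. In liver it was 9 to 11. The rank was 282 in primary tumour by mean change, and 5 in liver with the upper 10% of the ranking, where it had no score in primary tumour or lung because 1 and 0 of its sgRNAs lay in that part.

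With log2(value + 10), the sign changed for *Slc5a12* (0.066) and *Pik3cb* (0.21) in lung. With the median of the sgRNAs, the sign changed for *Pik3c2b* (-0.43), *Pik3r2* (0.34) and *Pik3r5* (0.10) in primary tumour, *Pik3c2b* (-0.19) and *Pik3ca* (0.26) in liver, *Pik3cb* (0.43) in lung. With the values as deposited, the sign changed for *Dgkz* (-0.33), *Slc5a12* (-0.33), *Pik3c2a* (-1.004), *Pik3c2b* (-0.83), *Pik3c3* (-1.13) and *Pik3r2* (-1.03) in liver, *Pik3c2b* (-0.35), *Pik3ca* (-0.37), *Pik3cb* (-0.33) and *Pik3r3* (-0.033) in primary tumour, *Pik3r3* (-0.17) in lung. With centring on the median of all sgRNAs, the sign changed for *Slc5a12* (0.23), *Pik3c2a* (0.24) and *Pik3cb* (0.38) in lung, *Pik3c2g* (0.18) and *Pik3r5* (0.15) in primary tumour, *Pik3ca* (0.11) and *Pik3cg* (0.042) in liver. With library weights, the sign changed for *Pik3c2b* (-0.038) and *Pik3cb* (-0.031) in primary tumour, *Pik3c3* (-0.014) in liver, *Pik3cb* (0.27) in lung. With the nontargeting mean, added later, the sign changed for *Slc5a12* (0.60), *Pik3c2a* (0.60) and *Pik3cb* (0.75) in lung, *Pik3ca* (0.16) and *Pik3cg* (0.088) in liver. With the nontargeting mean and no lymph nodes, also added later, the sign changed for *Slc5a12* (0.60), *Pik3c2a* (0.60) and *Pik3cb* (0.75) in lung, *Pik3ca* (0.16) and *Pik3cg* (0.088) in liver. Leaving out 1 library in turn changed the sign for some of these small values, with ranges of *Slc5a12* in lung -0.74 to 0.23, *Pik3c2a* in lung -0.44 to 0.17, *Pik3c2b* in primary tumour -0.15 to 0.27, *Pik3c3* in liver -0.17 to 0.11, *Pik3ca* in primary tumour -0.17 to 0.19, *Pik3cb* in primary tumour -0.093 to 0.13, *Pik3cb* in lung -0.74 to 0.76 and *Pik3r3* in lung -0.26 to 1.15. The values as deposited, the median of all sgRNAs and the nontargeting mean shift all genes of a library by 1 constant, so the sign changes under them follow from their construction and show no change of a gene relative to the others.

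The replicate number as a block gave 1295 genes enriched in at least 1 group, 80 of the 83, 259, 360 and 186 depleted genes in the 3 organs and 2059 genes between organs. It moved no count by over 1.5 times and no named gene or set across its threshold, and it changed the sign for *Pik3c2a* (-0.041), *Pik3c3* (-0.63) and *Pik3r2* (-0.31) in liver. The number was not taken to pair the groups with each other or with T0, since deviations of genes from group means correlated at -0.356 to 0.269 between libraries of the same number (median -0.0561 over 198 pairs), and at -0.356 to 0.149 between a group and T0. Within a treatment the number does go with shared deviations, as nontargeting sgRNAs outside the lymph nodes correlated with a median of 0.186 (-0.0377 to 0.417 over 45 pairs), and a block by number and treatment was not fitted.

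For each count, value or sign that changed above, the cause was not tested unless a construction is named. The read depth is unknown, so its effect was not examined, and the share of sgRNAs at the lowest value, at most 0.0188% in T0 and up to 91.6% in lymph nodes, limits what can be seen there. The count test was not run because the values are not whole counts.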

Differences from the paper's values

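Among the settings named in this part, the nontargeting mean, the lymph nodes left out, and both together were chosen only after the values were seen.

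The paper's rank of *Elovl1* in primary tumour anti-PD-1 is 193, against 748 here, and 153 in lung, against 845. The paper's ranks are places in lists of 199 genes each, and the ranks here are out of 2078 genes, so the lists are unlike. Of the settings set before the data were examined, leaving out primary tumour replicate 2 (156) and ranking by mean change (282) bring the primary tumour rank within 1.5 times of the paper's, and leaving out lung replicate 2 (219) does so in lung, while the others do not. The paper's scores are 1.39 in primary tumour and 1.55 in lung, against 0.794 and 0.688. Leaving out T0 replicate 1 (1.06), primary tumour replicate 1 (1.14) or replicate 2 (1.86) brings the former within that range, and leaving out lung replicate 2 (1.64) the latter. The paper's p is 0.199 in lung, against a permutation p of 0.352, and 0.00379 in liver, against a permutation p of 0.000838, and no setting set beforehand brings either within that range. In primary tumour the paper's p is 0.287, against a permutation p of 0.297, and in liver the paper's rank is 8 and its score 3.57, against 8 and 3.63, and these do not differ by more than 1.5 times. The paper's list marks *Elovl1* as not significant in primary tumour and lung.

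The paper counts 127 genes in its MAGeCK list, against 1173 enriched in at least 1 group here by limma, and no setting set beforehand brings the number within 1.5 times. The paper's share of the 83 genes found in multiple sites is 18%, against 0% here. Shares here are of the genes called, 78 in the 0%, and not of all 83. Library weights give 24.4%, which is 20 of the 82 genes called there, and the other settings set beforehand do not come within 1.5 times of the paper's share. Of the 83, the shares in Fig. 1l, read by eye, are about 37% in metastases, about 23% in primary tumour and about 22% in lymphoid organs, against 0%, 0% and 100% of the 78 genes called here.

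The paper shows *Pik3cd* and *Pik3r1* as enriched in primary tumour, lung and liver, *Dgkz* in primary tumour and lung, and *B3gnt2* in liver (Fig. 1h-j), and limma as designed called none of these, with 1, 3 and 2 genes at an unadjusted p under 0.05. Among the settings set beforehand, *Pik3cd* was called in all 3 organs by log2(value + 10), only the groups compared, library weights and both kinds of random sets, and in lung also by the median of all sgRNAs. *Pik3r1* was called in lung and liver by log2(value + 10), only the groups compared, library weights and both random sets, and in primary tumour by all of these but log2(value + 10). *Dgkz* was called in primary tumour by only the groups compared, library weights and both random sets, and in lung by these and log2(value + 10). *B3gnt2* was called in liver by only the groups compared, library weights and both random sets. The nontargeting mean without the lymph nodes, chosen after seeing the values, called all of these and did not call 64 of the paper's 83 genes in any group. The lymph nodes left out, also chosen after seeing the values, called all but *Dgkz* in primary tumour and did not call 77 of the 83. The nontargeting mean alone, likewise chosen after seeing the values, called *Pik3cd* in all 3 organs, *Pik3r1* and *Dgkz* in lung and *Pik3r1* in liver, and did not call 68 of the 83.

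The paper states that *Elovl1* was enriched particularly in liver anti-PD-1, and limma gave a change of 2.12 with an adjusted p of 0.761 here. Only the groups compared (5.28e-05), library weights (0.000827) and random sets of all (0.0155) or nontargeting sgRNAs (0.00597) put its adjusted p under 0.05, and so did the nontargeting mean without the lymph nodes (0.0495 by limma), chosen after seeing the values, which did not call 64 of the 83 genes. Over the 14 alternatives the adjusted p of limma or the random sets ranged from 5.28e-05 to 0.9997.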

Other observations

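The swaps of treatment labels, the 83 genes in more than 1 site, the splits of enriched genes in primary tumour and lung, the test of the liver IgG replicate 2 library, and the reading of the peritoneal library by its nontargeting sgRNAs were chosen only after the result was seen.

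The 247 genes depleted in primary tumour anti-PD-1 and the 345 in lung anti-PD-1 were the most of any split of the 3 and 3 libraries, with 1 of 10 splits giving as many in each. The 10 splits alone cannot exclude chance, since they never give a share under 0.1. For the ribosomal protein genes as a set it can be excluded within the model of limma's fry, which gave an adjusted p of 1.04e-13 in primary tumour and 3.92e-14 in lung with Benjamini-Hochberg adjustment over the 14 groups. For the 0 enriched genes by limma in primary tumour and in lung (1 and 3 at an unadjusted p under 0.05), 10 of 10 splits gave as many, so nothing is decided. Of 100 regroupings of all libraries, 3 gave as many genes enriched in at least 1 group as the 1173 found (at most 1730). Chance can be excluded for that count only if the libraries are taken as independent, which those of the same replicate number and treatment are not, and regroupings that respect this were not run for it. For the 78 of the 83, 1 of 100, the real one, gave as many, which decides nothing, since the 83 were chosen on these libraries under the real labels. For the 83 genes in more than 1 site, of which limma called 0, every regrouping gives as many (100 of 100), so nothing is decided.

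Between anti-PD-1 and IgG, regroupings of single libraries gave 3 of 100 as large for the 2 genes of the designed test and 1 of 100 for the 28 genes with the nontargeting mean and no lymph nodes. They were planned and run first, and then replaced, because libraries of the same replicate number and treatment were seen to share deviations. Swapping the treatment labels of a whole replicate number gave as many genes in 1 of 4 splits in the designed test (0, 0 and 0 in the others) and in 1 of 4 with the other fit (14, 17 and 5), too few to exclude chance. Outside the lymph nodes, the deviations of nontargeting sgRNAs were correlated between organs of the same replicate number. They were taken from the organ's mean over all its libraries, which in part makes the correlation with the other treatment negative. The median was 0.186 for the same treatment and -0.115 for the other treatment, a difference of 0.301. A candidate explanation is that organs of the same mice draw on the same transferred cells, which the labels do not state. No biological explanation was tested for it.

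The library of peritoneal metastases anti-PD-1 replicate 2 carries spleen as its tissue label. The changes of its sgRNAs correlated at r = 0.343 and 0.329 with the spleen libraries of its replicate number and at 0.397 with the peritoneal IgG library, so that the mean with spleen minus that with peritoneal IgG was -0.0607, a sign that the test as first written counts against a spleen sample. Its nontargeting sgRNAs went the other way, with 0.0759 and 0.104 for spleen and 0.0468 for peritoneal IgG, so it is left undecided whether the tissue label is right. Over all sgRNAs it correlated most with primary tumour anti-PD-1 (0.645).

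Of 26 libraries outside the lymph nodes, 25 were closer to libraries of their own treatment in other organs, with a median difference of 0.216. The exception was liver IgG replicate 2. Its nontargeting sgRNAs correlated with anti-PD-1 libraries of other organs more than with IgG libraries by 0.0103. The test was written with 0.1 as its limit, under which a value this low counts against a wrong treatment label. That reading was not adopted after the value was seen, because the value is near 0. It does not stand apart from spleen IgG replicate 3 and spleen anti-PD-1 replicate 3, which were closer to their own treatment by 0.00764 and 0.0132, and it is left undecided whether the label is right. Without it, the difference of *Elovl1* between anti-PD-1 and IgG in liver was 1.18 in place of 1.61.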
